# Comprehensive Assessment of Host Responses to Ionizing Radiation by Nuclear Factor-κB Bioluminescence Imaging-Guided Transcriptomic Analysis

**DOI:** 10.1371/journal.pone.0023682

**Published:** 2011-08-24

**Authors:** Chung-Ta Chang, Ho Lin, Tin-Yun Ho, Chia-Cheng Li, Hsin-Yi Lo, Shih-Lu Wu, Yi-Fang Huang, Ji-An Liang, Chien-Yun Hsiang

## Abstract

The aim of this study was to analyze the host responses to ionizing radiation by nuclear factor-κB (NF-κB) bioluminescence imaging-guided transcriptomic tool. Transgenic mice carrying the NF-κB-driven luciferase gene were exposed to a single dose of 8.5 Gy total-body irradiation. *In vivo* imaging showed that a maximal NF-κB-dependent bioluminescent intensity was observed at 3 h after irradiation and *ex vivo* imaging showed that liver, intestine, and brain displayed strong NF-κB activations. Microarray analysis of these organs showed that irradiation altered gene expression signatures in an organ-specific manner and several pathways associated with metabolism and immune system were significantly altered. Additionally, the upregulation of fatty acid binding protein 4, serum amyloid A2, and serum amyloid A3 genes, which participate in both inflammation and lipid metabolism, suggested that irradiation might affect the cross pathways of metabolism and inflammation. Moreover, the alteration of chemokine (CC-motif) ligand 5, chemokine (CC-motif) ligand 20, and Jagged 1 genes, which are involved in the inflammation and enterocyte proliferation, suggested that these genes might be involved in the radiation enteropathy. In conclusion, this report describes the comprehensive evaluation of host responses to ionizing radiation. Our findings provide the fundamental information about the *in vivo* NF-κB activity and transcriptomic pattern after irradiation. Moreover, novel targets involved in radiation injury are also suggested.

## Introduction

Radiation therapy is used commonly for solid cancers. More than 50% of patients with cancers receive radiation as a component of their treatment. Although improvements in radiation therapy have led to a reduction in the volume of normal tissue irradiated, injury to central nervous system, gastrointestinal tract, and kidney occurs commonly in patients undergoing cancer therapy. It has been known that ionizing irradiating normal tissues leads to tissue damages [1], [2]. Ionizing radiation causes DNA damage by breaking DNA strands or generating reactive oxidative species. Reactive oxidative species further induce oxidative stress and subsequently elicit cellular defense mechanisms, such as cell cycle arrest, DNA repair, inflammation, and activation of transcription factors like nuclear factor-κB (NF-κB) [3]–[5].

NF-κB is an inducible transcription factor that consists of heterodimers of RelA (p65), c-Rel, RelB, p50/NF-κB1, and p52/NF-κB2. NF-κB is a central coordinator of innate and adaptive immune responses. It also plays critical roles in the development of cancer, regulation of cell apoptosis, and control of cell cycle [6]–[8]. NF-κB activity is induced by a large variety of signals, which typically include cytokines, mitogens, environmental particles, toxic metals, intracellular stresses, pathogen products, ultraviolet light, and ionizing radiation [5]. This property suggests that NF-κB may function as a sensor to detect cell responses to various stimuli.

Host-ionizing radiation interaction is a very complex process. Host responses to ionizing radiation control the performance of therapeutics. Several studies have analyzed the long-term or short-term effects of ionizing radiation on individual organs by histological examination, DNA microarray, or gel shift assay [9]–[13]. However, examining the responses of individual organs may not fulfill the global evaluation of host response to ionizing radiation. In our previous study, we have applied NF-κB bioluminescence imaging-guided transcriptomic analysis to assess the host-biomaterial interaction *in vivo* [14]. Transgenic mice carrying the NF-κB-driven luciferase gene were used to monitor the host response after implantation, and the host-biomaterial interaction was further analyzed by transcriptomic tools. In this study, we applied such a platform to evaluate the host reaction responsive to radiation exposure. Our findings provided the fundamental impacts into the radiation-affected NF-κB bioluminescent imaging and transcriptomic pattern in the whole body. Additionally, novel targets involved in radiation injury were also suggested.

## Materials and Methods

### Materials

d-Luciferin was purchased from Xenogen (Hopkinton, MA, USA) and dissolved in phosphate-buffered saline (137 mM NaCl, 1.4 mM KH_2_PO_4_, 4.3 mM Na_2_HPO_4_, 2.7 mM KCl, pH 7.2) at 15 mg/ml. Mouse monoclonal antibody against NF-κB was purchased from Chemicon (Temecula, CA, USA). Rat monoclonal antibody against F4/80, and rabbit polyclonal antibodies against phospholipase A2 (PLA2) and olig2 were purchased from abcam® (Cambridge, UK). Biotinylated rabbit anti-mouse secondary antibody was purchased from Zymed Laboratories (Carlsbad, CA, USA). Alexa Fluor® 488-conjugated goat anti-mouse IgG and Alexa Fluor® 644-conjugated goat anti-rat and anti-rabbit IgG were purchased from Invitrogen (Eugene, OR, USA).

### Animal experiments

Mouse experiments were conducted under ethics approval from China Medical University Animal Ethics Committee (Permit Number: 97-42-N). Transgenic mice carrying the NF-κB-driven luciferase gene were constructed as described previously [15].

Male transgenic mice (6 to 8 weeks old) were exposed to a single dose of whole-body X-ray at a dose rate of 4 Gy/min (Clinac® 6EX medical linear accelerator, Varian, Palo Alto, CA, USA). Mice were imaged at indicated periods after irradiation with 8.5 Gy. RNAs were extracted at 3 h after irradiation.

### *In vivo* and *ex vivo* imaging of luciferase activity

For *in vivo* imaging, mice were anesthetized with isoflurane and injected intraperitoneally with 150 mg luciferin/kg body weight. Five minutes later, mice were placed in the chamber and imaged for 1 min with the camera set at the highest sensitivity by IVIS Imaging System® 200 Series (Xenogen). Photons emitted from the body were quantified using Living Image® software (Xenogen). Signal intensity was quantified as the sum of all detected photon counts from the whole body and presented as photons/sec. For *ex vivo* imaging, mice were anesthetized and injected with luciferin intraperitoneally. Five minutes later, mice were sacrificed and tissues were rapidly removed. Tissues were placed in the IVIS system and imaged with the same setting used for *in vivo* studies. Signal intensity was quantified as the sum of all detected photon counts per second within the region of interest after subtracting the background luminescence and presented as photons/sec/cm^2^/steradian (photons/sec/cm^2^/sr).

### Histological analysis

Organs were removed, fixed in 10% (v/v) phosphate-buffered formalin solution for 2 d, rinsed in saline, and dehydrated in a series of graded alcohols (50% (v/v), 70% (v/v), and 95% (v/v)) for 30 min each. Samples were then embedded in paraffin, cut into 5-µm sections, and stained with hematoxylin and eosin (H&E). The stained sections of each sample were examined using light microscopy.

### Immunohistochemical staining and immunofluorescence staining

Immunohistochemical staining was performed as described previously [15]. Sections of 5 µm were deparaffinized in xylene and rehydrated in graded alcohol. Antigen retrieval was performed with sodium citrate buffer (10 mM sodium citrate, 0.05% Tween 20, pH 6.0) at 60°C overnight. The nonspecific binding was blocked with 1% (w/v) bovine serum albumin at room temperature for 1 h. Sections were incubated with antibodies against NF-κB at 1∶50 dilution, F4/80 at 1∶100 dilution, PLA2 at 1∶100 dilution, and olig2 at 1∶1000 dilution at 4°C overnight. Sections were then incubated with Alexa Fluor® 488- or Alexa Fluor® 644-conjugated secondary antibodies at room temperature for 1 h. Finally, the immunostained cells were visualized under a confocal laser scanning microscope (model TCS SP2, Leica, Wetzlar, Germany).

### Total RNA isolation

Total RNAs were extracted from individual organs using RNeasy Mini kit (Qiagen, Valencia, CA, USA) and quantified using the spectrophotometer (Beckman Coulter, Fullerton, CA, USA). Samples with A260/A280 ratios greater than 1.8 were further evaluated using Agilent 2100 bioanalyzer (Agilent Technologies, Santa Clara, CA, USA). The RNA sample with a RNA integrity number greater than 7.0 was accepted for microarray analysis.

### Microarray analysis

Microarray analysis was performed as described previously [14], [16]. Briefly, fluorescence-labeled RNA targets were prepared from 5 µg of total RNA using MessageAmp™ aRNA kit (Ambion, Austin, TX, USA) and cyanine (Cy5) dye (Amersham Pharmacia, Piscataway, NJ, USA). Fluorescent targets were hybridized to the Mouse Whole Genome OneArray™ (Phalanx Biotech Group, Hsinchu, Taiwan) and scanned by an Axon 4000 scanner (Molecular Devices, Sunnyvale, CA, USA). Six replicates from six independent mice were performed. The Cy5 fluorescent intensity of each spot was analyzed by genepix 4.1 software (Molecular Devices). The signal intensity of each spot was corrected by subtracting background signals in the surrounding. We filtered out spots that signal-to-noise ratio was less than 1 or control probes. Spots that passed these criteria were normalized by R program [17]. The fold changes of genes were calculated by dividing the normalized signal intensities of genes in irradiation-treated mice by those in untreated mice. Genes with fold changes >1.8 or <−1.8 were analyzed by Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways on the Gene Ontology Tree Machine web site (http://bioinfo.vanderbilt.edu/gotm/), a web-based and tree-based data mining environment for gene sets [18]. We used the geneSetTest function implemented in the limma package to test significant KEGG pathways. Furthermore, genes with fold changes >1.8 or <−1.8 were analyzed by gene ontology (GO) on the Gene Ontology Tree Machine web site. We used the WebGestalt tool to test significant GO terms [19]. Microarray data is MIAME compliant and the raw data has been deposited in a MIAME compliant database, the accession number is GSE25208.

### Quantitative real-time PCR (qPCR)

The expression levels of chemokine (CC-motif) ligand 5 (Ccl5), Ccl20, Jagged1, serum amyloid A2 (SAA2), and SAA3 genes were validated by qPCR. RNA samples were reverse-transcribed for 2 h at 37°C with High Capacity cDNA Reverse Transcription Kit (Applied Biosystems, Foster City, CA, USA). qPCR was performed by using 1 µl of cDNA, 2× SYBR Green PCR Master Mix (Applied Biosystems), and 200 nM of forward and reverse primers. The reaction condition was followed: 10 min at 95°C, and 40 cycles of 15 sec at 95°C, 1 min at 60°C. Each assay was run on an Applied Biosystems 7300 Real-Time PCR system in triplicates. Fold changes were calculated using the comparative C_T_ method. The primer set for each gene is followed: Ccl5 forward, 5′-ATATGGCTCGGACACCACTC-3′; Ccl5 reverse, 5′-AACACGACTGCAAGATTGGAG-3′; Ccl20 forward, 5′-ATACAGACGCCTCTTCCTTCC-3′; Ccl20 reverse, 5′-CAGCCCTTTTCACCCAGTTC-3′; Jagged1 forward, 5′-TAGTAAACGGGATGGAAACAGC-3′; Jagged1 reverse, 5′-CAGCAGAGGAACCAGGAAATC-3′; SAA2 forward, 5′- AATCAGTGATGCAAGAGAGAGC-3′; SAA2 reverse, 5′- CAGTATTTGGCAGGCAGTCC-3′; SAA3 forward, 5′- CCTGGGCTGCTAAAGTCATC-3′; SAA3 reverse, 5′- CACTCATTGGCAAACTGGTCAG-3′; glyceraldehyde-3-phosphate dehydrogenase (GAPDH) forward, 5′-ACACCCACTCCTCCACCTTT-3′ ; GAPDH reverse, 5′-TAGCCAAATTCGTTGTCATACC-3′.

### Statistic analysis

Data were presented as mean ± standard error. For imaging data, Student's *t*-test was used for comparisons between two experiments. A value of *p*<0.05 was considered statistically significant.

## Results

### Assessment of the NF-κB-driven bioluminescent signal in ionizing radiation-exposed mice by *in vivo* and *ex vivo* imaging

Transgenic mice constructed here contained the luciferase gene driven by a promoter with five NF-κB-responsive elements. Therefore, the luciferase activity reflected the NF-κB *trans*-activity [14], [15].

Male transgenic mice were exposed to ionizing radiation and then imaged at different periods. As shown in Figure 1 and Figure S1, NF-κB-driven bioluminescent signals from ventral and dorsal areas of untreated mice were unchanged over time, while luminescence from irradiation-exposed mice reached a maximal intensity at 3 h. At 3 h, a diffuse luminescence was detected throughout the body and a strong signal was emitted in the abdominal region. These findings indicated that ionizing radiation induced an acute activation of NF-κB at 3 h.

**Figure 1:**
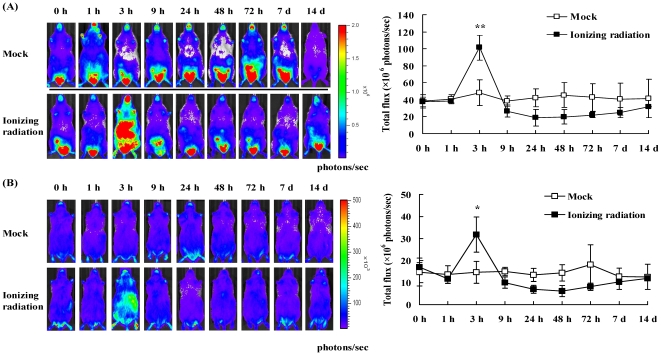
NF-κB-dependent bioluminescence in living mice. Transgenic mice were exposed to ionizing radiation and imaged in ventral (A) and dorsal positions (B) at indicated periods. *In vivo* imaging was shown on the left panel. The color overlay on the image represents the photons/sec emitted from the animal, as indicated by the color scale. Photos are representative images (*n* = 10). Quantification of photon emission from the whole animal was shown on the right panel. Shown is the total photon flux plotted over time. Values are mean ± standard error (*n* = 10). * *p*<0.05, ** *p*<0.01, compared with mock.

Next, we would like to analyze the bioluminescent signals of individual organs after irradiation. Transgenic mice were exposed to 8.5 Gy and sacrificed at 3 h. In comparison with mock, luminescence from most organs was increased after irradiation (Figure 2). These findings suggested that NF-κB activities in most organs were affected by irradiation. Irradiation significantly increased NF-κB-dependent luminescent signals in brain, liver, and intestine, with a 3.7-, 4.3-, and 13.5-fold induction, respectively. Irradiation moderately increased the luminescent signals in heart, lung, spleen, kidney, and testis, with a 1.6-, 1.9-, 2.8-, 2.1-, and 1.4-fold induction, respectively. These data indicated that ionizing radiation induced a strong activation of NF-κB-driven luminescence in brain, liver, and intestine.

**Figure 2:**
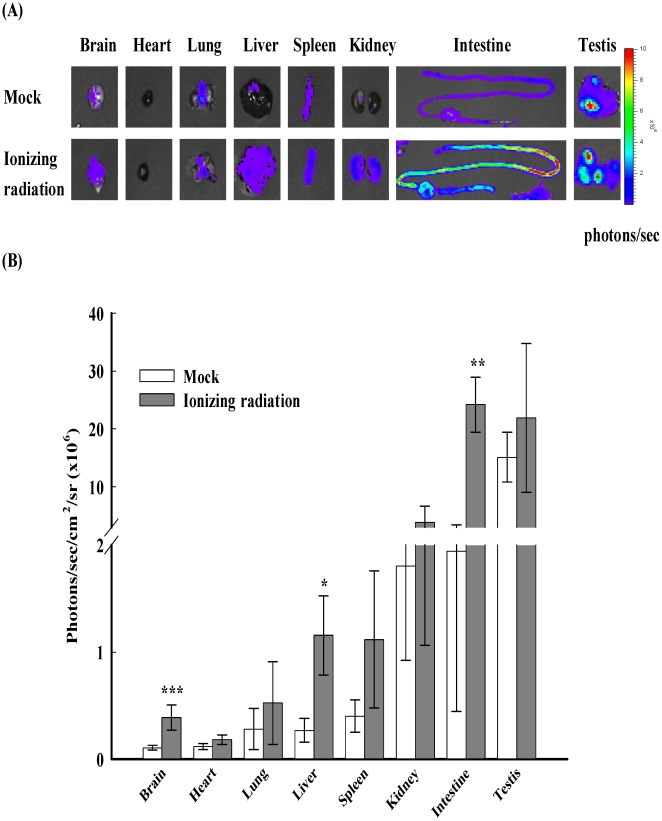
NF-κB-dependent bioluminescence in individual organs. Transgenic mice were exposed to ionizing radiation. Three hours later, mice were sacrificed and organs were subjected to image. (A) *Ex vivo* imaging. The color overlay on the image represents the photons/sec emitted from the organ, as indicated by the color scale. Photos are representative images (*n* = 10). (B) Quantification of photon emission from the organ. Values are mean ± standard error (*n* = 10). * *p*<0.05, ** *p*<0.01, *** *p*<0.001, compared with mock.

### Immunohistochemical staining and immunofluorescence staining of organs after irradiation

It has been known that irradiating normal tissues leads to tissue damage, such as inflammation, fibrosis, or necrosis [2], [3]. Histological examination showed that inflammation, characterized by the infiltration of immune cells, hemorrhage, and the accumulation of fluid, was evoked by irradiation at 3 h in brain, liver, and intestine (Figure 3(A)). Immunohistochemical staining with antibody against NF-κB p65 subunit revealed that, in comparison with mock, there were many brown p65-reactive cells in irradiation-exposed organs. In the liver, p65-negative hepatocytes were surrounded by many brown p65-reactive Kupffer cells and endothelial cells. Additionally, brown-p65-reactive cells in the intestine gland and brown-p65-reactive oligodendrocytes in the brain were observed. To further characterize the NF-κB-responsive cell types in each organ, we performed double immunofluorescence staining. Sections were stained for F4/80, PLA2, and olig2 to identify Kupffer cells in the liver, Paneth cells in the intestine, and oligodendrocytes in the brain, respectively [20]–[22]. Figure 3(B) shows that NF-κB (green fluorescence) was colocalized with markers (ref fluorescence) for Kupffer cells, Paneth cells, or oligodendrocytes. These results indicated that ionizing radiation evoked acute inflammatory response in brain, liver, and intestine at 3 h. Moreover, irradiation induced NF-κB activation of specific cell types in these organs.

**Figure 3:**
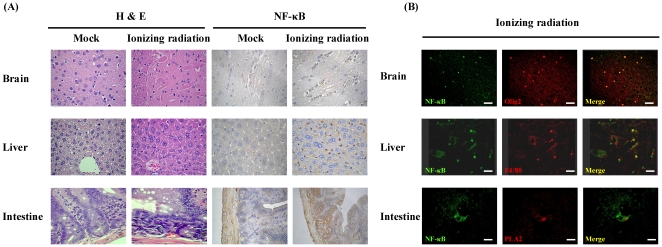
Histological examination, immunohistochemical staining, and immunofluorescence staining of organs exposed to ionizing radiation. (A) Histological examination and immunohistochemical staining. Transgenic mice were exposed to irradiation. Three hours later, mice were sacrificed, organs were excised, and the sections were stained with H&E or by immunohistochemistry using antibody against NF-κB (400× magnification). Photos are representative images (*n* = 6). (B) Immunofluorescence staining. Sections from irradiation-exposed organs were stained with antibodies against NF-κB (green) , olig2 (ref), F4/80 (ref), or PLA2 (ref). Overlap of markers appears as yellow color in the right panels. Scale bars = 10 µm. Photos are representative images (*n* = 3).

### Transcriptomic analysis of organs after irradiation

By *ex vivo* imaging, we found that the NF-κB activities in brain, liver, and intestine were significantly evoked by ionizing radiation. We therefore elucidated the gene expression profiles of brain, liver, and intestine by transcriptomic analysis. 

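RNA from brain, liver and intestine of mice killed 3 h after 8.5 Gy was compared with RNA from the same organs of untreated mice, so that 6 samples cover 3 organs and both treatments. The values here are 1 column per organ and treatment, while the methods name replicates from independent mice. Whether a column is a single array or a summary over mice is not stated in the paper's text, and no check between replicates could be made. Cy5-labelled RNA had been hybridized to a single-colour mouse oligonucleotide array, and the values are spot intensities on a linear scale. The authors subtracted the local background, removed control spots and spots with a signal-to-noise ratio under 1, and normalized the rest in R. Of 29922 probes, 27017 have a value in brain, 28395 in liver and 29781 in intestine, and the probes without a value are the same in both columns of an organ. The lowest and median intensities were 55 and 103 in both brain columns, 26 and 54 in irradiated liver, 36 and 64.5 in untreated intestine, and 36 and 64 in irradiated intestine. Sorted from low to high, both columns of an organ hold nearly the same numbers, with a largest gap of 0.03 on the log2 scale in brain, 0.05 in liver and 0.04 in intestine, so the normalization fixed the distribution within each organ. The log2 ratio of irradiated to untreated intensity was taken for each probe from the values as given, with nothing added to them, and called higher or lower at the paper's threshold of 1.8-fold. Probes at exactly 1.8-fold were counted as past it, which are 2 higher and 1 lower in liver and 1 lower in intestine. No mark of detection accompanies the values, so intensities without a fold are given where either lies under the median of its sample, except in the comparison with the paper's values. A gene symbol was given for 21020 probes, of which 3410 were updated to the current name, and 8902 probes had none. A gene's change is the mean over its probes, and its intensities are geometric means. The comparisons, the 50 gene lists and the rule for the genes named were fixed before the data were examined, but after the values of Table 2 had been seen. Some lists hold genes of that table, such as Fgg, Serpinc1 and Ambp among hepatocyte genes and Tnfrsf13c among B cell genes. The table comes from the same experiment, so the ranks of these lists are not fully independent of it. A list stands apart where its median log2 change lies outside the central 95% of 10000 random lists of the same size and of similar intensity, which are the bounds meant below. With 1 sample per condition no p-value was computed, every change is a difference between a pair of samples, and the number of samples limits the precision.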

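In the brain, 134 probes were higher after irradiation and 296 were lower by more than 1.8-fold. In the liver, 445 were higher and 724 lower, and in the intestine 503 were higher and 806 lower. Lcn2, which encodes the iron-binding protein lipocalin 2, was the gene with the largest difference upward in liver, with an intensity of 123 in untreated and 5372.5 in irradiated mice (43.7-fold higher). Gabrg3, a subunit of the GABA-A receptor, had the largest difference downward there, at 8929 and 177 (50.4-fold lower). In the intestine these were Clptm1l, at 342.5 and 5897.5 (17.2-fold higher), and Ceacam18, of the carcinoembryonic antigen family, at 17737 and 42.5 (lower). In the brain they were Krtap13, which encodes a keratin-associated protein of hair, at 66.5 and 28116.5 (higher), and Smdt1, a regulator of the mitochondrial calcium uniporter, at 17135.5 and 1102.5 (15.5-fold lower). These 6 genes come from all genes with a probe above the array's median intensity and with all probes on the same side of 0, and each of them was read by 1 probe. The lower values of Krtap13 and Ceacam18 are near the lowest intensities of their arrays, and the fold of Smdt1 was over 1.5 times larger after quantile normalization. Counted by gene, 70 of 15662 genes were higher and 144 lower in brain, 244 of 16118 were higher and 408 lower in liver, and 285 of 16595 were higher and 463 lower in intestine. Of the probes past the threshold, 106 in brain, 284 in liver and 272 in intestine have no gene symbol. Where a gene with a probe past the threshold had other probes of at least median intensity, those probes went the same way in 50.9% of 110 cases in brain, 60.4% of 222 in liver and 57.5% of 273 in intestine. Also past 1.8-fold were 4 of these other probes in brain, 36 in liver and 20 in intestine. Unrelated probes would go the same way about as often as not, so in brain the other probes showed no agreement with the calls. The share of higher probes among those past the threshold was 31.2% in brain, 38.1% in liver and 38.4% in intestine.

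**Figure D1:**
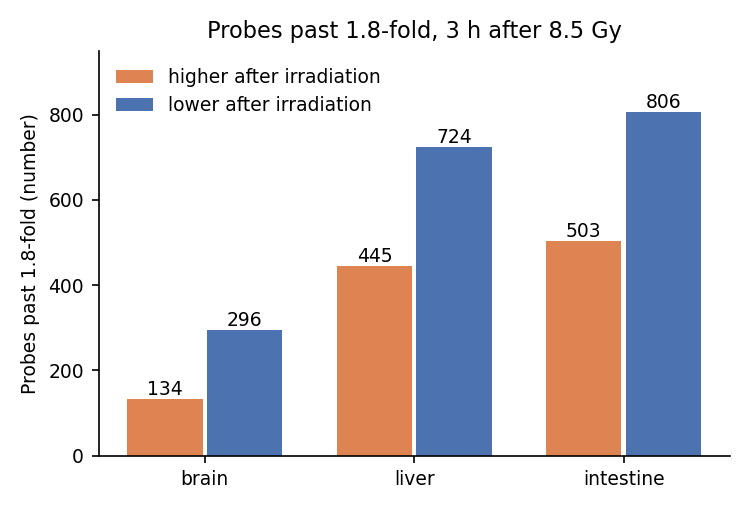
Number of probes past 1.8-fold in each organ 3 h after 8.5 Gy, split into probes higher and lower after irradiation. Each organ is 1 untreated and 1 irradiated sample, and in each organ the bar of lower probes is the taller of the pair (296, 724 and 806).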

In a total 29,922 genes, the transcripts of 430, 1,169, and 1,309 genes in brain, liver, and intestine, respectively, passed the aforementioned criteria and were selected for further KEGG pathway classification. Table 1 shows that 26 pathways were significantly regulated in at least one organ after irradiation. The half of pathways was associated with metabolism, while others were related to immune system, cell growth and death, signal transduction, and genetic information process. Among 26 pathways, 5 metabolic pathways, including arginine and proline metabolism, citrate cycle, glycerolipid metabolism, oxidative phosphorylation and pyruvate metabolism, and 2 genetic inflammation processes, such as proteasome and ribosome pathways, were significantly altered in all these organs. In addition to the commonly regulated pathways, there were several pathways significantly and specifically regulated in one of these organs. These pathways included gap junction in the brain, glycerophospholipid metabolism and complement-coagulation cascades in the liver, and fatty acid metabolism, N-glycan biosynthesis, and hematopoietic cell lineage in the intestine. These findings indicated that ionizing radiation altered several pathways associated with metabolism, immune system, cell growth and death, signal transduction, and genetic information process. Moreover, pathways regulated by ionizing radiation displayed an organ-specific manner in intestine, brain, and liver.

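Pcx, the pyruvate carboxylase that feeds carbon into the citrate cycle, was higher after irradiation in every organ: 1356 and 2704 in brain (1.99-fold), 594 and 7465 in liver (12.6-fold), and 451 and 2210 in intestine (4.90-fold), read by 1 probe. Of 62 measured genes of oxidative phosphorylation, 1 was higher and 10 were lower in intestine, 3 were higher and 7 lower in liver, and none passed 1.8-fold in brain. Cox5a, of cytochrome c oxidase, was 4.94-fold lower in intestine (6089 and 1231.5) and 2.71-fold lower in liver, and Atp5b, of ATP synthase, was 3.14-fold lower in intestine (12124 and 3857.5). The list's median log2 change in intestine was -0.10, at percentile 0.56. Of 36 measured proteasome genes, 3 were higher and 1 was lower in liver, with Psmb7 2.26-fold higher and Psma2 2.15-fold lower. In intestine Psma4 alone passed the threshold, at 1235 and 241 (5.12-fold lower), and in brain Psma2 alone (2.22-fold lower). The proteasome list had a median of 0.23 in liver, at percentile 97.7, a call that was lost under quantile normalization, under removal of the intensity trend, without the low-signal probes and with a pseudocount. Of 22 measured cytoplasmic ribosomal protein genes, 2 were higher and 2 lower in liver, and none was higher and 2 were lower in intestine, among them Rpl14 (2.22-fold lower). In the citrate cycle, the aconitase Aco1 was 2.40-fold lower in liver and 4.01-fold lower in intestine, and the isocitrate dehydrogenase subunit Idh3a was 2.08-fold lower in brain. In pyruvate metabolism, the aldehyde dehydrogenase Aldh2 was 2.63-fold lower in liver (10803 and 4104.5), and Pdha1 of the pyruvate dehydrogenase complex was 3.83-fold lower in intestine. In arginine and proline metabolism, the monoamine oxidase Maob was 2.36-fold higher in brain and 3.19-fold lower in intestine, where the arginase Arg2 was 3.16-fold lower. In glycerolipid metabolism, the hepatic lipase Lipc was 2.83-fold lower in liver, Agpat2 was 3.27-fold lower in intestine, and none of 35 genes passed the threshold in brain. The lists of the citrate cycle, pyruvate, arginine and proline, glycerolipids and cytoplasmic ribosome stood apart in no organ. With the sign of the changes left out, a comparison chosen after the values were seen, the citrate cycle in brain was the only case above the bounds among these 7 lists (percentile 97.55).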

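Gja1, the gap junction protein connexin 43, was 2.48-fold lower in irradiated than in untreated brain (3966 and 1600.5). Of 54 gap junction genes measured in brain, 1 was higher (the kinase Prkca, 93.5 and 177) and 3 were lower, with Tjp1 1.84-fold and Tubb3 1.88-fold lower beside Gja1. Of 41 glycerophospholipid genes measured in liver, 2 were higher and none was lower: Pcyt2, of phosphatidylethanolamine synthesis, was higher (53.5 and 180.5), and the choline kinase Chka stood just past the threshold. Of 60 complement and coagulation genes measured in liver, 2 were higher and 2 lower. Cpb2, a carboxypeptidase that restrains clot lysis, was 2.72-fold higher (303 and 825), the heparin cofactor Serpind1 was 1.91-fold higher, C4bp was 2.10-fold lower, and Hc, complement component C5, was 1.88-fold lower. Of 34 fatty acid metabolism genes measured in intestine, 2 were higher and 1 lower, with the thiolase Acaa2 higher (3325.5 and 8307.5) and the oxidase Acox3 1.93-fold lower. In N-glycan biosynthesis, 1 of 39 genes was higher and 5 were lower in intestine, among them the glycosyltransferases Alg5 (2.83-fold), Alg3 (2.72-fold) and Mgat2 (2.30-fold). In the hematopoietic cell lineage, 2 of 65 genes were higher in intestine and 4 lower, with the transferrin receptor Tfrc 1.95-fold lower and Cd9 2.13-fold lower. In the organ named for each pathway, the list's median log2 change lay at percentile 29.5 for gap junction, 90.2 for glycerophospholipids, 46.8 for complement and coagulation, 24.45 for fatty acid metabolism, 15.0 for N-glycans and 62.6 for hematopoietic cells, so none of the 6 stood apart there. Under quantile normalization the glycerophospholipid list lay above the bounds in liver (97.6). That list had 4 genes higher and none lower in intestine and lay at percentile 97.4 there, and it lay above the bounds when the intensity trend was removed or a pseudocount was added. The calls for Prkca, Tjp1, Tubb3, Chka, Serpind1, C4bp, Acox3, Tfrc and Cd9 were lost with a pseudocount, those for Chka and Hc after quantile normalization, and that for Chka with the intensity trend removed.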

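Fkbp5, a co-chaperone of the glucocorticoid receptor, was higher in all 3 organs: 2.26-fold in brain (242 and 546), 3.06-fold in liver (518.5 and 1586) and 1.97-fold in intestine (317 and 623). The other genes higher in all 3 were Lcn2, the p53 target Mdm2 and Pcx. Lower in all 3 were 8 genes, among them the acetoacetyl-CoA synthetase Aacs (2.04-fold, 4.79-fold and 2.17-fold lower) and the muscarinic receptor Chrm4 (2.29-fold, 1.81-fold and 6.05-fold lower), each read by 1 probe. Of these 8, 1700018B24Rik was exactly at the threshold in liver. Of 1431 genes past 1.8-fold in any organ, 1263 (88.3%) passed it in 1 organ, 153 in 2 and 15 in 3. The genes higher in both liver and intestine numbered 27, where independent lists would share 4.29, and 64 genes were lower in both, where independent lists would share 11.4. Brain and liver shared 9 higher and 32 lower genes (1.06 and 3.69 for independent lists), and brain and intestine shared 6 and 32 (1.24 and 4.12). Genes that were higher in the first organ and lower in the second numbered 2 for brain and liver, 5 for brain and intestine and 10 for liver and intestine, and genes lower in the first and higher in the second numbered 4, 1 and 6, so for brain and intestine about as many of the brain's higher genes were lower as were higher in intestine. For probes lower in 2 or 3 organs, the other probes of the same genes were lower in 42.2% of 109 cases. Across genes, which are not independent replicates, the log2 changes of brain and liver had a Pearson correlation of 0.31 and a Spearman correlation of 0.32, those of brain and intestine 0.19 and 0.21, and those of liver and intestine 0.15 and 0.12. Of the 50 gene lists, 4 stood apart upward and 3 downward in brain, 4 and 3 in liver, and 7 and 9 in intestine. Independent genes would give 2.5 per organ. Genes of a list can vary together between any pair of samples, and some lists share members, so more can stand apart without an effect of irradiation. Interferon-induced genes went opposite ways: Ifit1 was 3.00-fold higher and Isg15 2.01-fold higher in intestine, while Ifit3 was 2.60-fold lower and Ifi44 2.49-fold lower in liver. With a pseudocount the calls for Isg15 in intestine and Chrm4 in liver were lost, the latter also after quantile normalization, the fold of Chrm4 in intestine was over 1.5 times smaller, and 2 genes were lower in all 3 organs. The difference between organs was not tested, since each organ has a single pair of samples. From the pathways past its significance level in all organs and those past it in a single organ (Table 1), the paper concludes that radiation altered pathways of metabolism, immunity, growth and death, signalling and genetic information, and that this regulation was specific to the organ.

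**Figure D2:**
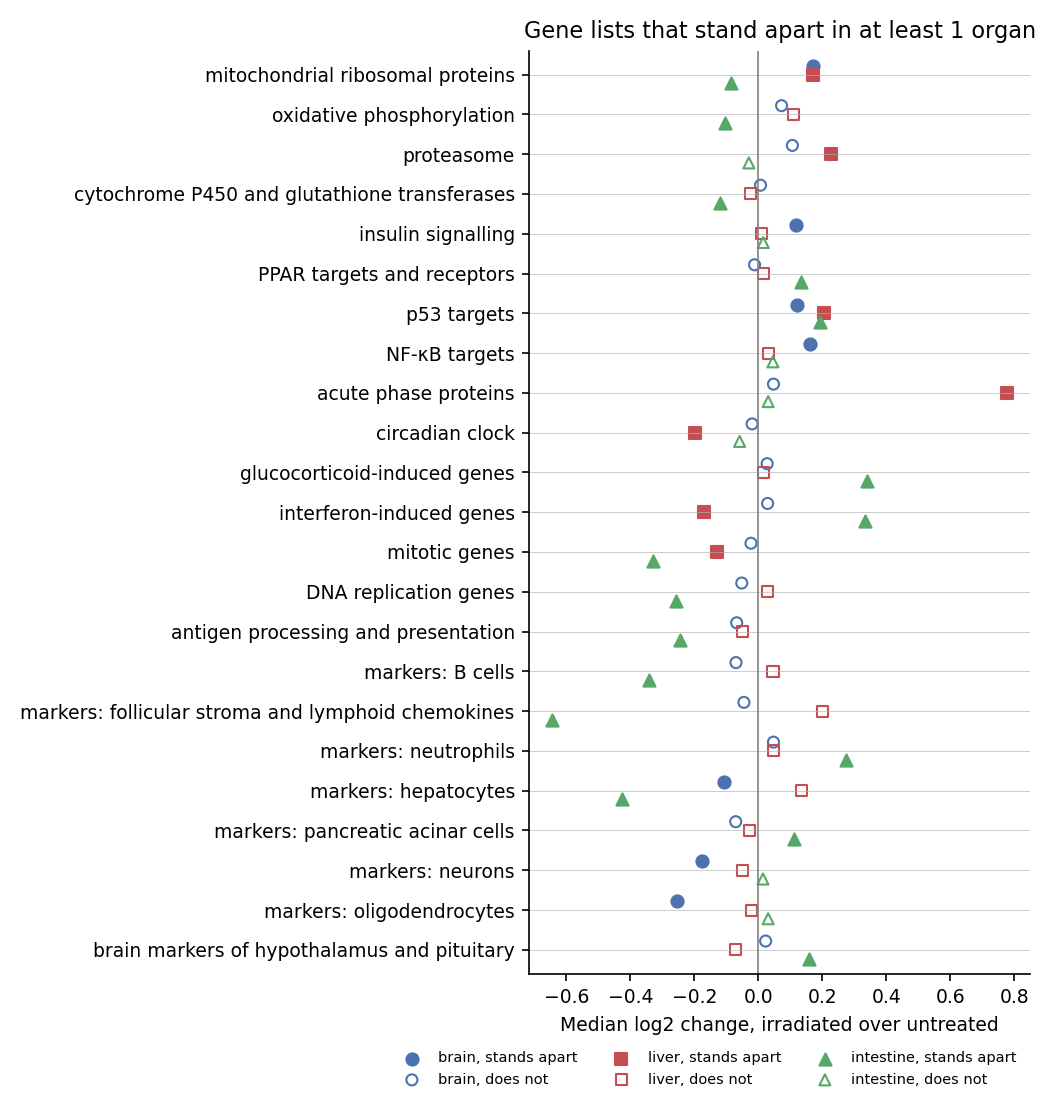
Median log2 change (irradiated over untreated) of the gene lists that stand apart in at least 1 organ, with filled symbols where the list stands apart from random lists of similar intensity and open symbols where it does not. The acute phase list in liver lies furthest to the right, and most filled symbols below 0 belong to intestine.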

**Table 1:** KEGG pathway analysis of genes in organs at 3 h after ionizing radiation.

KEGG pathway^a^	*p* value^b^ (total/up/down)^c^		
	Intestine	Brain	Liver
**Metabolism**			
Arginine and proline metabolism	0.01130 (52/0/2)	0.00338 (52/3/1)	0.02077 (52/1/2)
Bile acid biosynthesis	2.9×10^−6^ (34/3/2)	0.68843 (34/0/0)	0.01253 (34/4/3)
Butanoate metabolism	0.00250 (41/1/3)	0.14750 (41/1/0)	0.00391 (41/4/6)
Citrate cycle (TCA cycle)	0.00078 (24/1/3)	0.01938 (24/0/0)	0.00043 (24/1/1)
Fatty acid metabolism	0.00003 (36/4/3)	0.23500 (36/0/0)	0.14559 (36/3/1)
Glycerolipid metabolism	6.0×10^−6^ (38/2/4)	0.01790 (38/3/1)	0.03965 (38/3/6)
Glycerophospholipid metabolism	0.42737 (51/0/0)	0.13926 (51/0/0)	0.02609 (51/2/5)
Linoleic acid metabolism	0.00998 (40/1/2)	0.99948 (40/0/1)	0.00071 (40/4/3)
Lysine degradation	0.68298 (69/1/0)	0.00378 (69/10/1)	0.04571 (69/5/6)
Metabolism of xenobiotics by cytochrome p450	1.5×10^−7^ (52/2/6)	0.61449 (52/0/2)	0.00068 (52/3/6)
N-Glycan biosynthesis	0.00628 (32/0/1)	0.08642 (32/1/0)	0.25735 (32/0/1)
Oxidative phosphorylation	7.7×10^−13^ (101/2/13)	3.6×10^−16^ (101/4/15)	5.2×10^−8^ (101/3/4)
Pyruvate metabolism	0.00003 (31/3/0)	0.00632 (31/2/2)	0.00935 (31/3/3)
Tryptophan metabolism	0.02084 (59/4/2)	0.06264 (59/1/1)	0.03921 (59/3/5)
Valine, leucine and isoleucine degradation	0.01356 (41/3/1)	0.26859 (41/0/0)	0.00305 (41/2/5)
**Immune system**			
B cell receptor signaling pathway	0.01122 (64/3/1)	0.00713 (64/4/0)	0.43761 (64/0/0)
Complement and coagulation cascades	0.09729 (68/0/3)	0.57659 (68/0/1)	0.02019 (68/4/2)
Hematopoietic cell lineage	0.00553 (82/4/2)	0.15968 (82/2/0)	0.48065 (82/6/2)
**Cell growth and death**			
Apoptosis	0.01736 (80/6/1)	0.03479 (80/5/2)	0.73307 (80/0/0)
Gap junction	0.16539 (81/1/0)	0.00005 (81/9/2)	0.11232 (81/4/3)
Regulation of actin cytoskeleton	0.00419 (193/2/4)	7.3×10^−6^ (193/12/7)	0.08328 (193/9/9)
**Signal transduction**			
Insulin signaling pathway	0.05099 (77/1/0)	0.00004 (77/14/0)	0.01390 (77/2/10)
MAPK signaling pathway	0.01767 (248/5/5)	0.00006 (248/13/12)	0.33913 (248/3/6)
PPAR signaling pathway	0.00409 (70/5/1)	0.17488 (70/2/0)	0.00117 (70/5/5)
**Genetic information process**			
Proteasome	0.000547 (30/0/3)	0.01046 (30/1/2)	0.00001 (30/4/2)
Ribosome	4.7×10^−18^ (80/2/17)	6.7×10^−17^ (80/0/24)	2.4×10^−6^ (80/13/2)

a Genes with fold changes >1.8 or <−1.8 were analyzed by KEGG pathways.

b *p* values were calculated by the geneSetTest function implemented in the limma package.

c Total number of genes in this pathway / Number of upregulated genes in this pathway/Number of downregulated genes in this pathway.

We further used the WebGestalt tool on Gene Ontology Tree Machine web site to annotate these genes and to get an overview of cellular physiological status altered by ionizing radiation in these organs. GO categories were considered if they contained at least 2 genes and their *p*-values were below 0.01. As shown in Figure 4, ionizing radiation affected different GO terms in different organs. There were several GO categories specifically altered in the intestine. 

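In the irradiated intestine the B cell list was lower as a group, with a median log2 change of -0.34 over 20 measured genes, at percentile 0.0 of the random lists. None of its genes was higher and 3 were lower, among them Tnfrsf13c, the receptor for the B cell survival factor BAFF (83.5 and 41.5), and Fcmr, the Fc receptor for IgM (100 and 50). Of 9 measured genes of follicular stroma and lymphoid chemokines, none was higher and 4 were lower, including Cxcl13, which draws B cells into follicles (149 and 61), and Glycam1 of high endothelial venules (94.5 and 43.5). Of 21 measured T cell genes, none was higher and Cd3d of the T cell receptor complex was lower (204.5 and 100, 2.04-fold). The T cell list lay at percentile 2.95, inside the bounds, and at 2.29 without the low-signal probes. Genes of cell division were lower too: of 40 mitotic genes none was higher and 5 were lower, among them Ccnb2, which encodes cyclin B2 (188.5 and 60), and the topoisomerase gene Top2a (179 and 58). Of 45 DNA replication genes none was higher and 4 were lower, including the flap endonuclease Fen1 (2.59-fold) and Mcm6 of the replicative helicase (2.03-fold), and the list's median was -0.26, also at percentile 0.0. The mitotic and replication lists do not separate lymphocytes from dividing crypt cells. With a pseudocount the calls for Tnfrsf13c, Fcmr, Cxcl13, Glycam1 and Cd3d were lost.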

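Cd3e, a chain of the T cell receptor complex, was 2.02-fold lower in irradiated than in untreated liver (186.5 and 92.5), and none of the other T cell genes passed the threshold there. Over 20 measured T cell genes the median log2 change in liver was -0.11, at percentile 3.88, which is inside the bounds. In brain none of 19 measured T cell genes passed 1.8-fold and the list lay at percentile 49.8. Among the macrophage genes of liver, Adgre1, which encodes the F4/80 antigen of Kupffer cells, was 2.36-fold lower (361 and 153), Aif1 was 1.90-fold lower, and the list lay at percentile 12.0. The calls for Cd3e and Aif1 were lost with a pseudocount. No list of homeostasis genes had been set, so no value is given for that term in brain.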

Two GO terms, including T cell activation and homeostasis, were specifically regulated in the liver and brain, respectively. However, two GO terms, including immune system process and response to stress, were altered commonly in these organs. 

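Heat shock genes past the threshold were lower in every organ. Hspa4 was 1.89-fold lower in brain and 1.99-fold lower in intestine, and Hspa1b, the inducible Hsp70, was 2.08-fold lower in liver (706.5 and 340). None of 25 measured heat shock genes was higher, and 2, 2 and 1 were lower in brain, liver and intestine, but the list stood apart in none of them (percentiles 18.7, 15.5 and 11.2). Among 29 genes of the unfolded protein response measured in intestine, 1 was higher and 3 were lower, with the endoplasmic reticulum chaperone gene Creld2 2.17-fold lower and Manf 1.92-fold lower. Of the immediate early genes, Jun was 1.93-fold lower and Zfp36, whose protein speeds the decay of cytokine mRNAs, was 2.13-fold lower in liver, while Ier3 was 2.34-fold higher (155.5 and 364) and Zfp36 3.19-fold lower in intestine. The metallothionein Mt1, induced by metals and glucocorticoids, was 1.83-fold higher in brain (14027.5 and 25670.5) and 1.81-fold higher in liver (29511.5 and 53520.5). The brain call for Mt1 was lost after quantile normalization and with the intensity trend removed, and those for Hspa4 in brain and Jun in liver with a pseudocount.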

The expression levels of differentially expressed genes belonging to the GO categories of “immune system process” and “response to stress” are shown in Table 2. 

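Of the 46 genes of Table 2, 38 have a probe with a symbol. In intestine 7 of them were higher, 12 lower and 19 within 1.8-fold. In liver 5 were higher, 5 lower and 27 within, and in brain 1 was higher, 5 lower and 30 within. Kdr, a receptor for vascular endothelial growth factor, was 2.32-fold higher in intestine (104 and 241), and Casp8, the initiator caspase of death receptors, was 2.41-fold lower there (291.5 and 121). In liver the interferon-induced GTPase Gbp2b was 2.15-fold lower (160.5 and 74.5) and Crip3 was lower (89 and 45). Il22, an interleukin that acts on epithelia, was within the threshold in brain over 2 probes, and Npm1 (nucleophosmin) was 1.27-fold lower in intestine over 2 probes. With the brightest probe alone both were lower past the threshold, and so was Il22 without the low-signal probes. The calls for Gbp2b and Crip3 were lost with a pseudocount. The others have no named probe and so no value, among them Hspd1, Ccl19, Crp and Saa2. The paper chose the genes of the table on its own fold changes, so their counts are not independent evidence of a direction.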

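Cd74, the invariant chain of MHC class II, was 4.67-fold lower in irradiated than in untreated intestine (1952 and 418). Over 27 genes of antigen processing and presentation the median log2 change in intestine was -0.25, at percentile 0.085, although the protease gene Ctss was 2.32-fold higher. The B cell list had a median of -0.34 in the same comparison. Hspa8, the constitutive Hsp70, was 2.00-fold lower in brain (15141.5 and 7576.5) and 4.28-fold lower in liver (8844 and 2064.25), and Tapbp (tapasin) was 2.72-fold lower in liver. In B cell receptor signalling, the tetraspanin gene Cd81 was 2.85-fold higher in intestine (3392 and 9665) and the kinase gene Chuk 2.16-fold lower, and of 39 genes 1 was higher and 4 were lower. In complement and coagulation, 3 of 60 genes were higher in intestine and 5 lower. C1qa was 1.99-fold higher (103 and 204.5) and the lectin gene Mbl2 2.35-fold higher, while the fibrinogen chains Fgg (253 and 80) and Fgb (622 and 159) were 3.16-fold and 3.91-fold lower and antithrombin, Serpinc1, was 1.91-fold lower (149 and 78). The list's median lay at percentile 6.00, and at 0.12 without the low-signal probes. Hepatocyte genes were lower in the irradiated intestine at the same time: of 48 measured, none was higher and 15 were lower. Alb (albumin) was 8.12-fold lower (2175 and 268), the major urinary protein gene Mup3 5.16-fold lower (7700 and 1491), and the haptoglobin gene Hp 2.81-fold lower (446 and 159). The calls for C1qa, Chuk and Serpinc1 were lost with a pseudocount. Fgg, Fgb and Serpinc1 belong to both lists, and 31 of the 48 hepatocyte genes lay above the median of the irradiated intestine array.

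**Figure D3:**
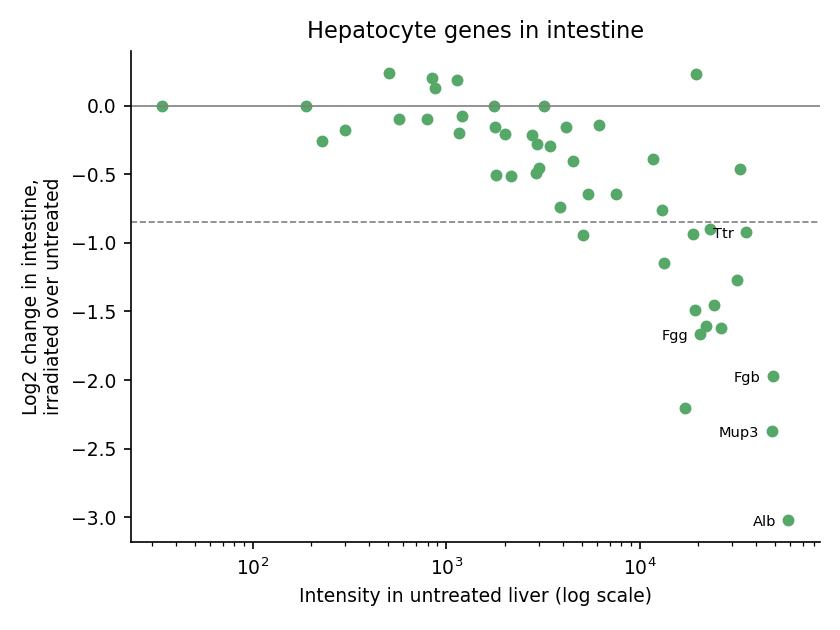
Log2 change in intestine (irradiated over untreated) of each hepatocyte gene against its intensity in untreated liver, on a log axis, with a dashed line at 1.8-fold lower. Alb, the gene with the highest intensity in liver (58716), lies lowest.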

The half of genes was involved in antigen processing and presentation, chemokine or B cell receptor signaling pathway, and complement-coagulation cascades. Additionally, some genes were associated with cell growth and death, transcription factors, and metabolism.

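Targets of p53, which halt the cell cycle or promote cell death after DNA damage, were higher in every organ. In intestine 11 of 42 were higher and 2 lower, in liver 3 of 41 were higher and 1 lower, and in brain 4 of 42 were higher and none lower. Ccng1 (cyclin G1) was 4.23-fold higher in intestine and 3.72-fold higher in liver. Mdm2, the ubiquitin ligase of p53, was 2.07-fold higher in brain (546 and 1132), 2.46-fold higher in liver (353.5 and 871) and 2.63-fold higher in intestine (596.5 and 1568). Phlda3, which restrains Akt, was 2.24-fold higher in brain and higher in intestine (44.5 and 135.5), and Cdkn1a, the inhibitor p21, was 1.81-fold higher in brain and 1.95-fold higher in intestine. Btg2, an antiproliferative gene, was higher in intestine (798 and 1993.5). Gadd45a, a DNA damage gene, went the other way and was 7.47-fold lower in intestine (556.75 and 74.5). The median log2 change of the p53 list was 0.12 in brain, 0.20 in liver and 0.19 in intestine (percentiles 98.3, 99.96 and 99.9), and after quantile normalization the brain list lay at 97.3, inside the bounds. The calls for Cdkn1a in both organs were lost with a pseudocount, and that in brain also with median-centred samples and with the intensity trend removed. The fold of Gadd45a in intestine was over 1.5 times smaller with a pseudocount. Of the transcription factors, Egr1 was 3.11-fold lower in liver (405.5 and 130.5) and Irf7, a regulator of interferon genes, was 2.33-fold lower in brain (1185 and 509.5). Among genes of metabolism, the antioxidant enzyme gene Gpx1 was 2.51-fold lower in brain and 2.75-fold lower in intestine (946 and 343.5), the lipid carrier gene Apoe 2.21-fold lower in brain (4169 and 1890), Ada (adenosine deaminase) 2.44-fold lower in intestine, and the ferritin gene Fth1 1.91-fold higher in liver, a call lost after quantile normalization. Ambp, made mainly by hepatocytes, was 3.05-fold lower in intestine (282 and 92.5), where the hepatocyte genes were lower as a group.

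**Figure D4:**
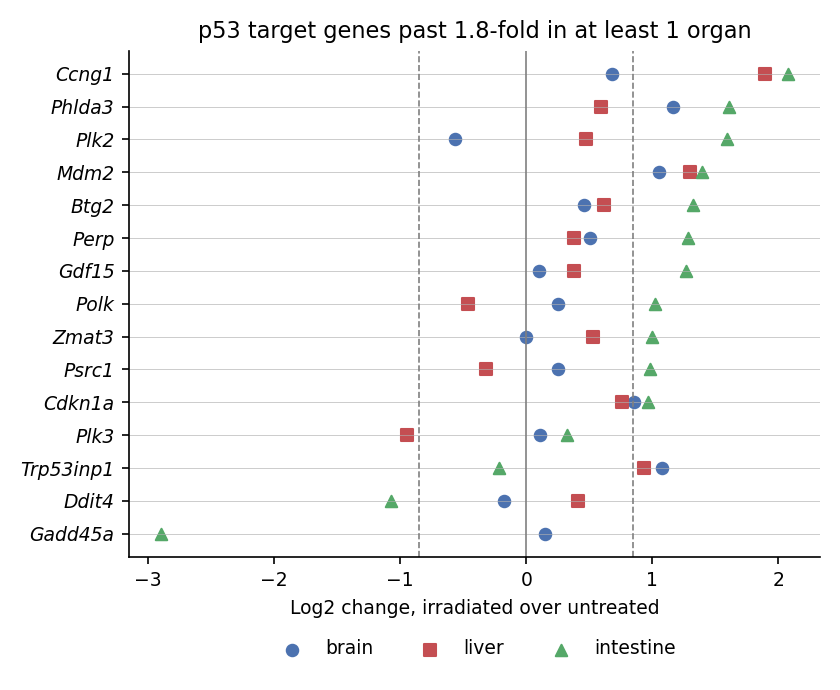
Log2 change (irradiated over untreated) of the p53 target genes past 1.8-fold in at least 1 organ, with dashed lines at 1.8-fold. Mdm2 lies past the upper line in all 3 organs, and Gadd45a lies far below 0 in intestine.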

**Figure 4:**
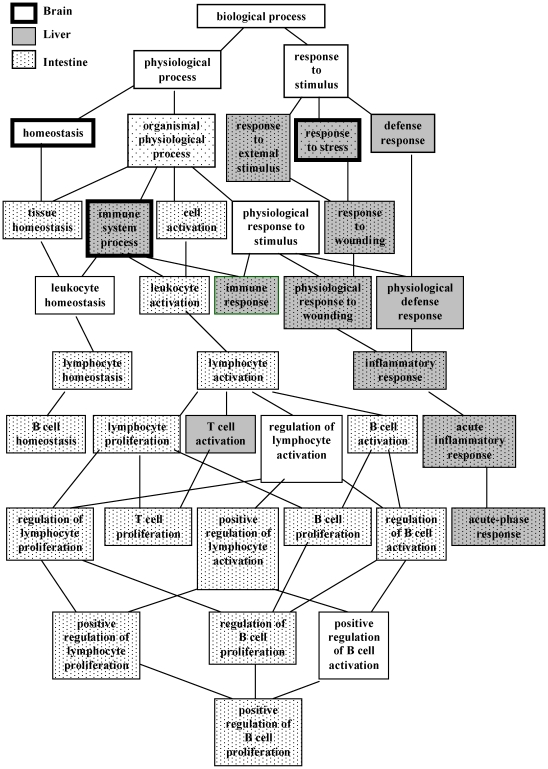
GO analysis of organs after irradiation. Differential expressed genes responsive to ionizing radiation were organized using Gene Ontology Tree Machine. The significantly regulated GO categories in brain, liver, and intestine are indicated.

**Table 2:** The expression levels of genes belonging to the GO categories of “immune system process” and “response to stress”.

Gene description	Fold changes^a^		
	Intestine	Brain	Liver
**Antigen processing and presentation**			
Heat shock protein 1 (chaperonin)	−5.63±1.20	1.22±0.03	−1.43±0.35
Heat shock protein 8	−1.17±0.91	−1.20±0.75	−2.80±1.50
**Chemokine or B cell receptor signaling pathway**			
CD79B antigen	−5.80±1.13	1.15±0.07	1.15±0.07
CD 81 antigen	3.00±0.35	1.40±0.28	1.50±0.57
Chemokine (CC motif) ligand 5	−2.50±0.70	−0.55±0.64	−1.15±0.07
Chemokine (CC motif) ligand 19	−1.90±0.14	1.10±0.03	−1.30±0.28
Chemokine (CC motif) ligand 20	−2.85±0.21	0.37±1.18	1.13±0.06
Chemokine (CXC motif) ligand 1	1.85±0.49	1.15±0.07	7.05±2.62
Chemokine (CXC motif) ligand 9	1.85±0.49	−1.23±0.23	−1.53±0.45
Chemokine (CXC motif) ligand 12	−2.17±0.21	1.15±0.21	−1.10±0.10
Chemokine (CXC motif) ligand 16	1.30±0.82	1.40±0.85	1.93±0.78
Conserved helix-loop-helix ubiquitous kinase	−2.17±0.06	1.10±0.14	−1.25±0.21
Cysteine-rich protein 3	1.65±0.78	−0.80±0.35	−1.55±0.64
Interleukin 22	−0.60±2.26	−3.50±0.57	1.30±0.20
Jagged 1	2.40±0.28	1.07±0.06	1.13±0.15
Kinase insert domain protein receptor	2.25±0.07	1.13±0.15	−1.33±0.25
S100 calcium binding protein A9 (calgranulin B)	1.83±0.29	1.30±0.04	1.80±0.60
Signal transducer and activator of transcription 3	2.40±0.53	1.42±0.49	−1.43±0.35
Tumor necrosis factor receptor superfamily, member 13c	−2.03±0.06	1.03±0.06	1.13±0.06
**Complement and coagulation cascades**			
C-reactive protein, pentraxin-related	2.30±0.87	−2.50±1.85	1.40±0.20
Complement component 1, q subcomponent, alpha polypeptide	1.87±1.21	−1.60±0.50	−1.20±0.10
Fibrinogen, gamma polypeptide	−3.13±1.10	−1.05±0.07	2.60±1.27
Hemolytic complement	−2.20±1.13	1.13±0.06	−1.70±0.28
Serine (or cysteine) peptidase inhibitor, clade A, member 1a	−2.73±0.81	−1.23±0.15	−1.17±0.15
Serine (or cysteine) peptidase inhibitor, clade C (antithrombin), member 1	−3.70±1.57	1.10±0.14	−1.73±0.45
Serum amyloid A 2	−2.20±0.60	1.20±0.28	13.37±5.35
Serum amyloid A 3	2.47±0.64	1.30±0.28	11.65±5.02
**Cell growth and death**			
Alpha 1 microglobulin/bikunin	−3.13±1.01	−1.30±0.28	−1.28±0.03
B-cell translocation gene 2, anti-proliferative	2.77±0.74	1.25±0.21	1.27±0.25
Bcl2-associated X protein	3.87±1.40	1.25±0.21	1.53±0.15
Caspase 8	−2.73±0.76	−1.03±0.04	−1.35±0.35
Cyclin-dependent kinase inhibitor 1A (P21)	2.80±0.69	1.60±0.40	1.40±0.42
Gap junction membrane channel protein alpha 1	−0.70±2.97	−2.75±0.35	1.08±0.04
Growth arrest and DNA-damage-inducible 45 alpha	−6.10±3.42	1.11±0.01	−2.08±0.04
Guanylate nucleotide binding protein 1	2.20±0.60	1.30±0.20	−1.65±0.78
Mitogen activated protein kinase 1	−2.80±0.72	0.40±2.10	−1.15±0.21
Mitogen activated protein kinase 3	−1.87±0.76	−1.23±0.15	−2.20±0.10
Nucleophosmin 1	−2.90±1.35	−1.30±0.28	1.60±0.28
Trefoil factor 1	−2.27±0.61	−1.20±0.10	−1.55±0.78
**Transcription factors**			
Early growth response 1	−1.23±1.00	−1.10±0.53	−2.20±1.27
Interferon regulatory factor 7	1.40±1.20	−3.30±1.00	1.08±0.04
**Metabolism**			
Adenosine deaminase	−2.93±0.76	1.20±0.28	1.05±0.07
Apolipoprotein E	−1.80±0.53	−1.77±0.45	−1.30±0.28
Fatty acid binding protein 4, adipocyte	1.23±0.80	1.00±0.03	3.37±2.35
Ferritin heavy chain 1	−2.67±1.10	−2.17±0.85	1.67±0.25
Glutathione peroxidase 1	−3.07±0.83	−2.10±0.40	−1.40±0.14

a Values are mean ± standard error (*n* = 6).

### Verification of the expression levels of ionizing radiation-regulated genes by qPCR

Transcriptomic analysis showed that ionizing radiation altered the pathways associated with metabolism and immune system. We therefore validated the expression levels of immuno-related and metabolism-related genes by qPCR analysis. 

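Ccl5, a chemokine for T cells and monocytes, had an array intensity of 917.5 in untreated and 281 in irradiated intestine (3.27-fold lower). Ccl20, which attracts cells bearing Ccr6, stood at 327.5 and 121 (2.71-fold lower), and Jag1, a ligand of Notch receptors, at 95 and 247.5 (2.61-fold higher). In liver Saa3, an acute phase apolipoprotein gene, stood at 581.5 and 8844 (15.2-fold higher), and in intestine it was 2.19-fold higher at a much lower level (82.5 and 180.75), a call lost with a pseudocount. Each of these genes was read by 1 probe, and no probe carried the symbol Saa2, so no array value is given for it. In liver Jag1 and Ccl5 were within the threshold. The measurements by qPCR were not analysed here.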

As shown in Table 3, the expression levels of Ccl5 and Ccl20 genes in the intestine were down-regulated, and the expression levels of Jagged1 gene in the intestine, and SAA2 and SAA3 genes in the liver were upregulated by ionizing radiation, which were in agreement with the microarray data.

**Table 3:** Expression levels of Ccl5, Ccl20, Jagged1, SAA2, and SAA3 genes by qPCR.

Sample	Average C_T_ of target	Average C_T_ of GAPDH	ΔC_T_ a	ΔΔC_T_ b	Relative to Mock
**Intestine**					
Ccl5					
Mock	26.88±0.11	20.03±0.10	6.85±0.15	0.00±0.15	1.00
Ionizing radiation	26.19±0.04	19.02±0.02	7.17±0.05	0.31±0.05	0.80
Ccl20					
Mock	22.36±0.04	19.73±0.01	2.62±0.05	0.00±0.05	1.00
Ionizing radiation	22.92±0.03	19.92±0.03	2.99±0.05	0.36±0.05	0.77
Jagged1					
Mock	27.13±0.02	19.73±0.01	7.40±0.03	0.00±0.03	1.00
Ionizing radiation	26.80±0.10	19.92±0.03	6.88±0.10	−0.52±0.10	1.43
**Liver**					
SAA2					
Mock	27.81±0.10	18.41±0.03	9.40±0.11	0.00±0.11	1.00
Ionizing radiation	24.49±0.10	18.64±0.04	5.85±0.11	−3.55±0.11	11.71
SAA3					
Mock	27.66±0.11	19.73±0.01	7.93±0.11	0.00±0.11	1.00
Ionizing radiation	26.82±0.08	19.92±0.03	6.90±0.09	−1.03±0.09	2.04

a The ΔC_T_ value is determined by subtracting the average GAPDH C_T_ value from the average target gene C_T_ value. The standard deviation of the difference is calculated from the standard deviations of the target gene and GAPDH.

b The calculation of ΔΔC_T_ involves subtraction by the ΔC_T_ calibrator value. This is a subtraction of an arbitrary constant, so the standard deviation of ΔΔC_T_ is the same as the standard deviation of the ΔC_T_ value.

## Discussion

NF-κB can function as a sensor to detect cell responses to various stimuli, such as ionizing radiation. Therefore, NF-κB-dependent luminescent signal was used as a guide to indicate which organs were affected by ionizing radiation in this study. Irradiation significantly increased NF-κB-dependent luminescent signals in brain, liver, and intestine, suggesting that irradiation evoked significant biological events in these organs. Microarray tool was further performed to elucidate the biological events evoked by ionizing radiation. Network analysis showed that some of the irradiation-altered genes were directly linked to NF-κB (Figure S2). Others were directly linked to other transcription factors like signal transducer and activator of transcription 3, and these transcription factors were further linked to NF-κB. Therefore, these data indicated that the expression levels of genes were directly or indirectly regulated by NF-κB activity. Moreover, these findings also suggested that NF-κB can be a sensor to sense various biological events in the animals after exposure.

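Known target genes of NF-κB were higher as a group in brain, with a median log2 change of 0.16 over 43 measured genes, at percentile 100.0 of the random lists. Of these, 2 passed the threshold and none was lower: Birc3, an inhibitor of apoptosis, was higher (102 and 260), as was Lcn2 (70.5 and 211.5). In liver 4 of 46 targets were higher and none was lower, with Birc3 1.85-fold higher beside Lcn2, Cxcl1 and Saa3, and the list lay at percentile 63.5. In intestine 3 of 50 targets were higher and 3 lower, and the list lay at percentile 83.6. Lcn2 was 2.77-fold higher (75.5 and 209.5), and Nfkb1, which encodes the p50 subunit, was 1.95-fold lower (154 and 79). Stat3, the other factor named, was within the threshold in every organ over 2 probes, at 1.05-fold lower in brain, 1.26-fold lower in liver and 1.45-fold higher in intestine, where it passed the threshold with the brightest probe (signed fold 2.00). The liver call for Birc3 was lost after quantile normalization, with the intensity trend removed and with a pseudocount, and that for Nfkb1 with a pseudocount. These are transcript levels of genes known as targets, and they do not measure binding by NF-κB.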

In this study, we applied NF-κB bioluminescent imaging to monitor the *in vivo* NF-κB activity in mice after irradiation. A single dose of 8.5 Gy was chosen because it is the lethal dose for adult mice and it is often applied for total-body irradiation [23], [24]. Irradiation induced a maximal activation of NF-κB at 3 h. Irradiation increased the NF-κB-dependent bioluminescence in most organs because it is well known that NF-κB activity can be induced by various stimuli, including irradiation [5]. Despite this, irradiation increased different levels of luminescent signals in different organs. For examples, highly NF-κB-dependent luminescent signals were observed in brain, liver, and intestine, while moderate signals were observed in heart, lung, spleen, kidney, and testis. These findings suggested that ionizing radiation induced an organ-specific activation of NF-κB *in vivo*, which was in agreement with previous observations [13], [25]. However, there were discrepancies between present findings and previous reports. Previous reports indicated that irradiation induces NF-κB activities in spleen, lymph node, bone marrow, and intestine, but not in liver, lung, colon, and brain. Our data showed that ionizing radiation induced highly NF-κB-driven bioluminescence signals in brain, liver, and intestine, and moderate signals in heart, lung, spleen, kidney, and testis. The sensitivity of assay (NF-κB DNA-binding ability in previous reports and NF-κB-driven luciferase activity in this report), mice strains (C57BL/6J in previous reports and FVB strain in this report), and dose of irradiation might contribute to the differences in the results of experiments. For examples, when mice are exposed to a clinically relevant dose (≤2 Gy) of total body irradiation, a significant activation of NF-κB is found in spleen, lymph node, bone marrow, and small intestine [13]. However, when mice are exposed to a super lethal dose (20 Gy) of total body irradiation, a significant activation of NF-κB is found in liver and kidney [26]. The tissue-specific manner of irradiation might result from the sensitivity to irradiation toxicity in different organs. Microenvironment or inherent tissue-specific intracellular signaling pathways might also contribute to the tissue-specificity of irradiation. In comparison with previous studies, we newly identified that a significant activation of NF-κB was observed in brain after exposure to 8.5 Gy total body irradiation and the NF-κB activation was observed in oligodendrocytes. Recent study indicates that irradiation induces regionally specific alterations in pro-inflammatory environments in rat brain and this has been implicated in the onset and progression of neurological disorders [27]. Moreover, low-dose irradiation causes minimal histopathologic change; however, it can elicit variable degrees of cognitive dysfunction that are associated with the depletion of neural stem cells [28]. Since NF-κB functions as a sensor that can detect ionizing radiation-induced tissue damage [13], NF-κB activation found in the brain might reasonably explain the irradiation-induced brain injury.

NF-κB bioluminescent imaging showed that NF-κB activities in brain, liver, and intestine were significantly induced by irradiation. The gene expression profiles of these organs were further analyzed by DNA microarray. DNA microarray is a popular research and screening tool for differentially expressed genes [29]. Our data showed that ionizing radiation altered gene expression signatures in a tissue-specific manner. Markedly different gene expression responses between kidney and brain have been reported previously [9]. 

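Rps27, a protein of the small ribosomal subunit, was 2.05-fold lower in irradiated than in untreated brain (11251 and 5495) and was the only cytoplasmic ribosomal protein gene past the threshold there. The median log2 change of the 21 measured genes was -0.05, at percentile 14.3. The set of such genes written down held 79, so most have no probe with a symbol on this array and no value here. They may be read by probes without a symbol, which were not assigned to genes. Among 69 genes of the mitochondrial ribosome in brain, none was higher and 2 were lower past the threshold, Mrpl18 (1.95-fold) and Mrps24 (1.81-fold), and both calls were lost with a pseudocount. As a group the mitochondrial genes stood apart upward, at percentile 99.7, with 44 above 0 and 25 below.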

Gap junction and ribosome were regulated in the brain after irradiation with 8.5 Gy at 3 h (this study) or 20 Gy at 24 h [10]. Lipid metabolism and cell progression pathways were influenced in the liver after irradiation with 8.5 Gy at 3 h (this study) or 1 Gy at 3 h [11]. 

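Tm7sf2, a sterol reductase of cholesterol synthesis, was lower in irradiated than in untreated liver (497.5 and 48.5), while Idi1 of the same pathway was 1.91-fold higher (1879 and 3590.5). Cyp7a1, the rate-limiting enzyme of bile acid synthesis, was 2.73-fold lower (504.5 and 184.5), and Slc27a5, which activates bile acids, was 2.61-fold lower. In the breakdown of fatty acids Hadha was 2.46-fold lower and Acsl4 2.26-fold higher. Past the threshold were 1 higher and 2 lower of 18 cholesterol synthesis genes, 1 higher and 2 lower of 16 bile acid genes, and 1 higher and 3 lower of 34 fatty acid metabolism genes. Of 18 genes of fatty acid synthesis 1 was lower, and the list's median of -0.20 lay at percentile 2.60, and at 2.34 once the intensity trend was removed. None of these lists of lipid metabolism stood apart in liver with the values as given. Among cell cycle genes, Cenpf of the mitotic kinetochore was 4.21-fold lower (539.5 and 128) and the kinesin gene Kif22 was lower (90 and 48.5), a call lost with a pseudocount. Over 39 mitotic genes the median was -0.13, at percentile 0.105. None of 45 DNA replication genes passed the threshold in liver.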

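G6pc, the glucose 6-phosphatase that releases glucose from the liver and is repressed by insulin, was 3.73-fold lower after irradiation (1834 and 491.5). Ppp1r3c, which targets a phosphatase to glycogen, was 3.78-fold higher (315.5 and 1192.5), and Srebf1, a regulator of lipid synthesis induced by insulin, was 1.85-fold lower (855.5 and 463.5). Of 70 insulin signalling genes measured in liver, 1 was higher and 4 were lower, with the small GTPase gene Rheb 1.90-fold lower. Plin1, which coats lipid droplets, was lower (567 and 33), and the fatty acid binding protein gene Fabp5 was 2.13-fold higher. Of 60 PPAR targets and receptors 2 were higher and 3 lower in liver. The medians of both lists lay inside the bounds, at percentile 35.1 for insulin signalling and 41.55 for PPAR. The calls for Srebf1 and Rheb were lost with a pseudocount, and that for Srebf1 after quantile normalization. Plin1 after irradiation is near the lowest intensities of the liver array.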

Signal transductions, including epidermal growth factor and insulin-like growth factor, are altered in liver cells exposed to α-particles [12], while we newly identified that insulin and peroxisome proliferator-activated receptor (PPAR) signal transduction pathways were significantly regulated in the liver. Radiation-induced small intestine injury is characterized by cell loss in the progenitor cell compartment and a dose-dependent loss of barrier properties [30]. Loss of the intestinal absorptive surface and a consequent decrease in active transport leads to the change in intestinal absorption after irradiation. Previous studies indicated that abdominal irradiation influences the uptake of carbohydrates, amino acids, fatty acids, cholesterols, and bile acids into the jejunum [31]–[33]. 

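Apoc3, an apolipoprotein of chylomicrons, was 2.94-fold higher in irradiated than in untreated intestine (4696.5 and 13784.5), and the fatty acid transporter Cd36 was 2.27-fold higher (351.5 and 799). The acyltransferase gene Dgat2 of triglyceride synthesis was 2.40-fold higher (450 and 1078.5), and the desaturase gene Scd2 was 2.31-fold lower. Of 61 PPAR targets and receptors 3 were higher and 1 was lower, and the median log2 change was 0.13, at percentile 98.9. For carbohydrates, the fructose transporter Slc2a5 was 1.96-fold higher (836.25 and 1639.5). For amino acids, the ornithine aminotransferase gene Oat was 1.89-fold lower (9296 and 4931), a call lost after quantile normalization, and the creatine kinase gene Ckb 2.40-fold higher (1711.5 and 4105). Baat, which conjugates bile acids, was 5.04-fold lower (2590.5 and 514.5). Among enzymes that handle foreign compounds, of 42 cytochrome P450 and glutathione transferase genes 2 were higher and 7 lower, with Cyp2f2 6.07-fold lower (601 and 99), Cyp2s1 3.28-fold lower and Ephx1 2.75-fold higher. Their median was -0.12, at percentile 1.04, and it lay inside the bounds after quantile normalization or with the brightest probe of each gene. In the same comparison 15 of 48 hepatocyte genes were lower and none was higher, with a list percentile of 0.0. Of 27 enterocyte genes 4 were higher and 1 lower, and that list lay at percentile 85.7.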

By KEGG pathway analysis, we found for the first time that nutrient metabolisms, including lipids, carbohydrates, amino acids and energy, and metabolism-related pathway, such as PPAR signaling pathway, were significantly altered in the intestine after irradiation. These findings suggested that, in addition to the absorption, radiation might influence the nutrient metabolism in the intestine. Overguard and Mutsui [33] have shown that the absorption insufficient in the small intestine is only present acutely after irradiation and no late abnormalities are seen 12 months later. Whether the irradiation led to the long-term influence on the nutrient metabolism in the intestine remained to be clarified.

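Cd79b, which encodes a signalling chain of the B cell receptor, had an intensity of 471.5 in untreated and 71 in irradiated intestine (6.64-fold lower). Its partner chain Cd79a was 1.71-fold lower (190.5 and 111.5), which is within the threshold, and Cd22, another B cell receptor partner, was also within it (64.5 and 49). Cxcr5, the receptor of follicular B cells, was 1.18-fold higher (311.5 and 369). In brain and liver Cd79b was within the threshold. Clu, which follicular dendritic cells express, was 2.12-fold lower in intestine (441.5 and 208). No probe carries the symbol Ccl19, so it has no value here. Cd79b was read by 1 probe, and its fold in intestine was over 1.5 times smaller with a pseudocount.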

The expression levels of some immunomodulatory genes, including Ccl5, Ccl19, Ccl20 and cluster of differentiation 79B (CD79B) antigen, in the intestine were downregulated after irradiation. Chemokine (CC motif) ligands are potent chemoattractants for monocytes, memory helper T-lymphocytes, eosinophils, basophils, mast cells, and dendritic cells [34]. CD79B antigen is a B-lineage-specific member of the immunoglobulin superfamily. It is consisted of a single extracellular immunoglobulin-like domain and an intracytoplasmic tail that contains a motif involved in lymphocyte activation [35]. Downregulation of chemokine (CC motif) ligands and CD79B antigen gene expressions suggested that irradiation might suppress the inflammation or immune response of intestine. The expression level of Jagged1 gene was upregulated in the intestine after irradiation. Jagged1 is a ligand for canonical Notch signaling [36]. Notch signaling is required for the control of intestinal epithelial cells self-renewal and the allocation of these cells to specific differentiation lineages [37]. The expression of Jagged1 is restricted to enteroendocrine cells and undetectable in the mucosa of the normal human small and large intestine [38], [39]. Elevated Jagged1 expression in the intestine after irradiation might activate Notch signaling and, in turn, amplify the intestinal progenitor pool and inhibit cell proliferation. Additionally, recent study indicates that Notch activation, accomplished by Wnt signaling-mediated upregulation of Jagged1, is required for tumorigenesis in the intestine [39], [40]. Therefore, irradiation altered the expression levels of Ccl5, Ccl19, Ccl20, CD79B antigen, and Jagged 1 genes, suggesting that these genes might be involved in the radiation enteropathy.

The expression levels of immunomodulatory genes, including chemokine (CXC motif) ligand 1 (Cxcl1) and S100 calcium binding protein A9 (calgranulin B) (S100A9), in the liver were upregulated. 

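Cxcl1, a chemokine for neutrophils, had an intensity of 184.5 in untreated and 1645.75 in irradiated liver (8.92-fold higher). S100a9 was 2.44-fold higher (108 and 263.75) and its partner S100a8 2.99-fold higher (81 and 242.5). The formyl peptide receptor Fpr2, also of neutrophils, was 2.42-fold lower (180.5 and 74.5). Of 17 measured neutrophil genes in liver 3 were higher and 1 was lower, and the list's median of 0.05 lay at percentile 66.6. Outside the liver Cxcl1 was within the threshold, at 68.5 and 104 in intestine and 68 and 80 in brain. In intestine S100a9 was within it too (49 and 72). S100a9, S100a8 and Cxcl1 were each read by 1 probe.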

Cxcl1 is a small cytokine belonging to the CXC chemokine family. Cxcl1 is expressed in macrophages, neutrophils, and epithelial cells, and has neutrophil chemoattractant activity [41]. S100A9 is a small calcium-binding protein that is highly expressed in neutrophils and monocytes. It is at a high level in the extracellular milieu during inflammatory conditions and involved in neutrophil migration to inflammatory sites [42]. Fatty acid binding protein 4 (FABP4), SAA2, and SAA3 were also upregulated by irradiation in the liver. 

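Fabp4 had an intensity of 328 in untreated and 1860.5 in irradiated liver (5.67-fold higher), and 1384.5 and 1844.5 in intestine (1.33-fold higher). Acute phase genes, which hepatocytes switch on in response to inflammatory cytokines, were higher as a group in liver: of 33 measured, 15 were higher and none was lower. Apcs, the serum amyloid P component, was 4.98-fold higher (797 and 3966), Lrg1 3.71-fold higher (2359 and 8758.5), and the heme-binding hemopexin gene Hpx 3.14-fold higher (1157.5 and 3633.5). The metallothionein Mt2 was 2.33-fold higher (14754.5 and 34339). The list's median log2 change was 0.78, at percentile 100.0 of the random lists, and Saa3 and Lcn2 had its largest changes. In intestine 3 of 33 acute phase genes were higher and 3 lower, and in brain 2 of 31 were higher and none lower, and the list stood apart in neither. Saa2 has no probe with a symbol and is not among the genes measured.

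**Figure D5:**
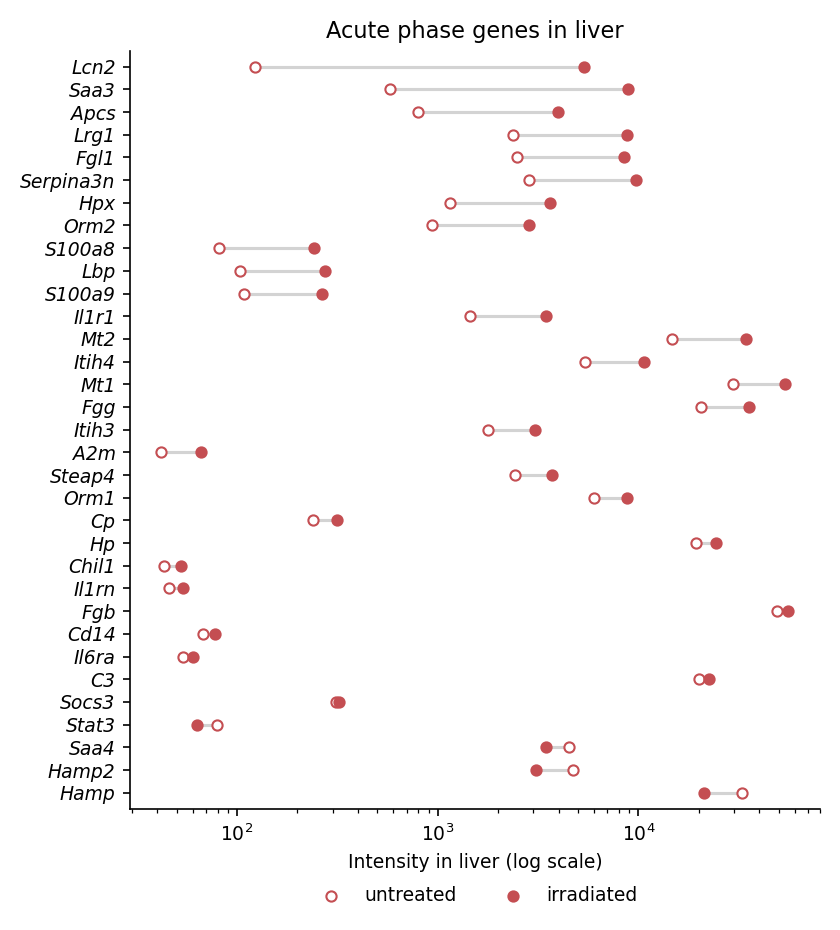
Intensity of each measured acute phase gene in untreated (open) and irradiated (filled) liver, on a log axis, sorted by the change. Lcn2 and Saa3 have the largest changes, and the filled symbol lies to the right for most genes.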

FABP4 has an important role in regulating systemic insulin resistance and lipid metabolism [43]. Moreover, the metabolic-inflammatory pathway cross-regulation by FABPs contributes to the adaptive immune responses and the subsequent autoimmune inflammation [44]. SAA proteins are a family of apolipoproteins associated with the high-density lipoprotein in plasma. SAA2 and SAA3 are regulated in the liver by the proinflammatory cytokines, such as interleukin-1, interleukin-6, and tumor necrosis factor-α [45]. SAA2 are induced locally and systematically in mice under acute inflammatory conditions. Additionally, SAAs are also involved in lipid metabolism [46]. FABP4, SAA2, and SAA3 are participated in both inflammation and lipid metabolism, suggesting that irradiation might affect the cross pathways of metabolism and inflammation in the liver.

In conclusion, we applied NF-κB bioluminescent imaging-guided transcriptomic analysis to evaluate the host responses to irradiation. Irradiation induced an acute activation of NF-κB at 3 h. Microarray analysis of brain, liver, and intestine showed that irradiation altered several pathways associated with metabolism and immune system. GO analysis further showed that irradiation altered two common GO terms, including immune system process and response to stress, in these organs. This report described the comprehensive evaluation of host responses to irradiation exposure. Our findings provided the fundamental impacts into the radiation-affected NF-κB activity and transcriptomic pattern in the whole body. Moreover, novel targets involved in radiation injury were also suggested.

## Supporting Information

Figure S1 NF-κB-dependent bioluminescence in living mice.
(PDF)

Figure S2 Network analysis of irradiation-affected genes.
(PDF)

# Supplementary material for: Comprehensive Assessment of Host Responses to Ionizing Radiation by Nuclear Factor-κB Bioluminescence Imaging-Guided Transcriptomic Analysis
**Source:** PLoS One. 2011 Aug 24;6(8):e23682. doi: 10.1371/journal.pone.0023682

Figure S1. NF- B-dependent bioluminescence in living mice. Transgenic mice were exposed to ionizing radiation and imaged in dorsal (A) and ventral positions (B) at 0 h, 1 h, and 3 h. The color overlay on the image represents the photons/sec emitted from the animal, as indicated by color scale. Photos from three independent mice each group were shown.

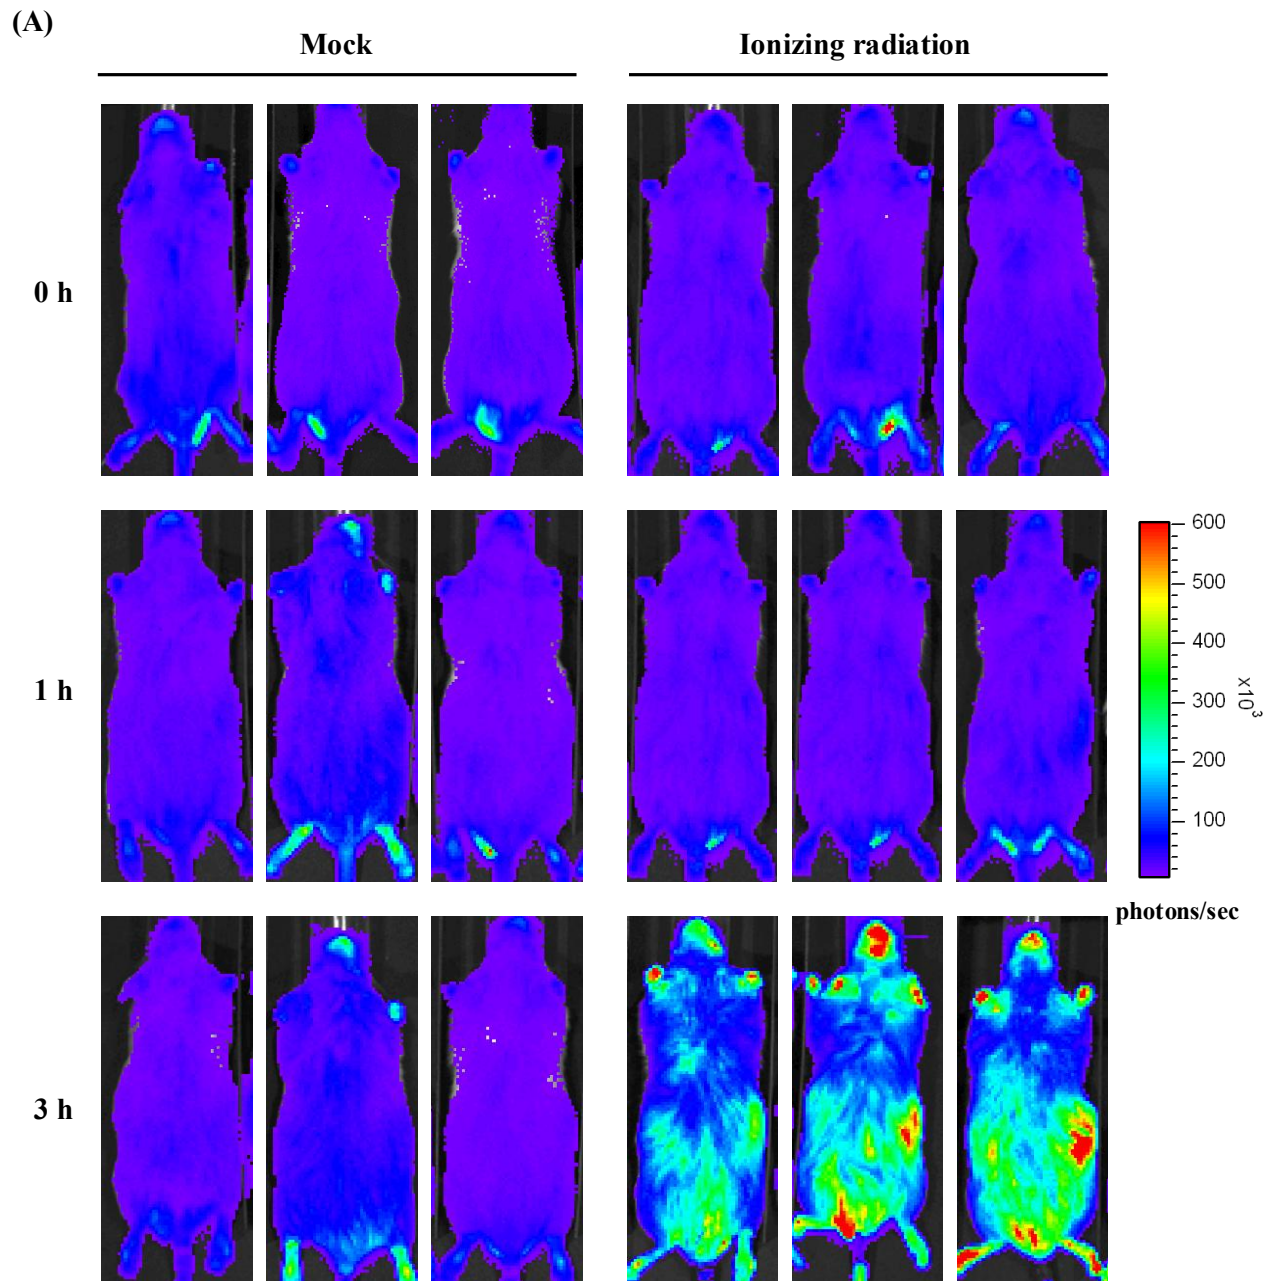

(B)

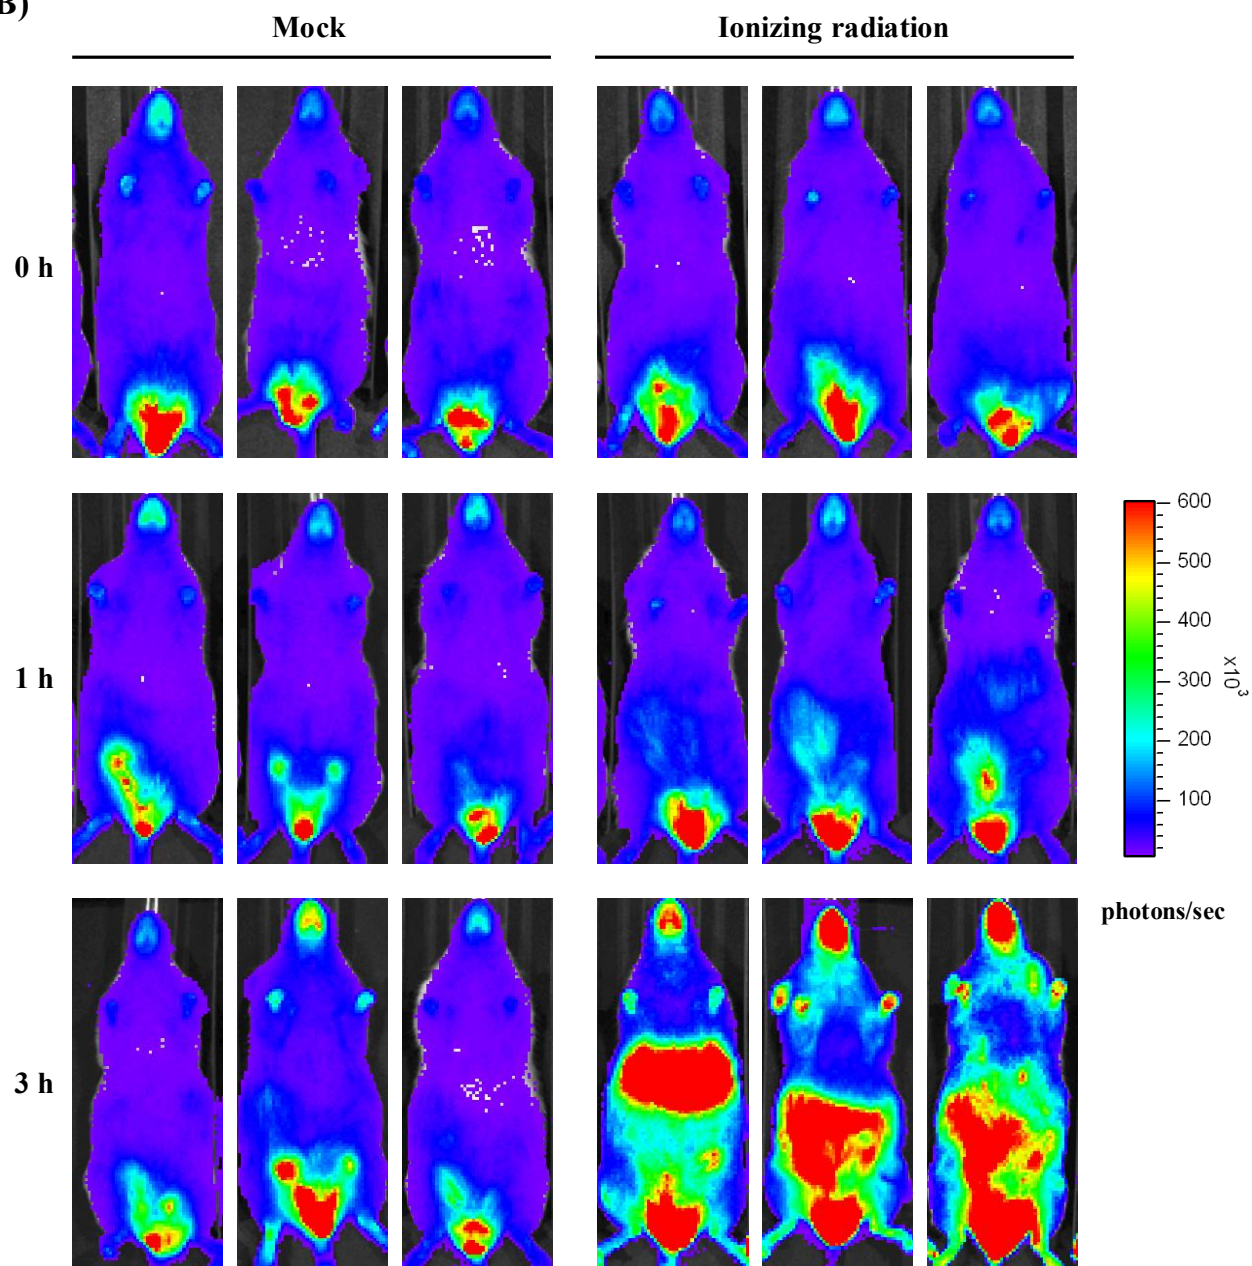

**Supplement:** Figure S1 — NF-κB-dependent bioluminescence in living mice.

# Supplementary material for: Comprehensive Assessment of Host Responses to Ionizing Radiation by Nuclear Factor-κB Bioluminescence Imaging-Guided Transcriptomic Analysis
**Source:** PLoS One. 2011 Aug 24;6(8):e23682. doi: 10.1371/journal.pone.0023682

Figure S2. Network analysis of irradiation-affected genes. Differentially expressed genes belonging to the Go categories of "immune system process" and "response to stress" were used as input genes for the generation of biological network using Transcription Regulation algorithm in MetaCore™ Analytical Suite (GeneGo Inc., St. Joseph, MI, USA). Green links between genes represent positive effects between the genes. Red links between genes represent negative effects between the genes. The grey arrows represent technical links between the genes. Key to symbols:

👉 represents a generic enzyme; 🔴 represents a protein kinase; 🗑 represents a generic protease; 🍷 represents a receptor ligand; 🧑🏻 represents a receptor with enzyme activity; 🧑🏻 represents a generic binding protein; 🦋 represents a transfactor.

**Supplement:** Figure S2 — Network analysis of irradiation-affected genes.

How the deposited data were processed for this re-analysis (not part of the article)

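The data are gene expression profiles of brain, liver and intestine from mice killed 3 h after total-body irradiation with 8.5 Gy and from untreated mice, with 1 sample per organ and treatment and 6 samples in all. The intensity values are on a linear scale and were made by the authors, whose sample descriptions name Cy5-labelled RNA on the Mouse Whole Genome OneArray, an Axon scanner, subtraction of the local background, removal of control spots and of spots with a signal-to-noise ratio under 1, and normalization in R. They name limma without a version. All values are multiples of 0.25, and no mark of detection accompanies them. The organs were normalized separately, as their lowest and median intensities differ.

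For each organ the log2 ratio of irradiated to untreated intensity was taken per probe with nothing added to the values, and the paper's threshold of 1.8-fold was used for calls. Gene symbols were updated to current names with a mouse annotation, which left 17558 symbols as they were, updated 3410 and kept 52 that it does not hold, for 16637 distinct symbols. Probes without a symbol entered the probe counts alone. A gene's log2 change is the mean over its probes. The genes named are all genes of Table 2, the 12 with the largest change each way in each organ (with a probe above the median intensity and all probes on the same side of 0), up to 12 genes past the threshold in all 3 organs, and the 4 members with the largest change in each list and organ. The values of Table 2 had been seen when this rule and the lists were set. The 50 gene lists cover pathways of Table 1, responses to radiation, stress and hormones, and cell types, and were written from general knowledge, so their members are not those of KEGG. Each list's median log2 change was ranked among 10000 random lists of the same size, drawn from 20 bins of intensity, and a list with under 5 measured members was given counts alone.

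The alternatives were median-centred samples, quantile normalization of all 6 samples, removal of the intensity trend by loess with a span of 0.3, leaving out probes below the 25th percentile of intensity, a pseudocount of 50, thresholds of 2-fold and 1.5-fold, genes in place of probes, and the brightest probe of a gene in place of the mean. Ranking lists on the median absolute change was added after the values were seen. No p-value or SD was computed, since there is 1 sample per condition, and the number of arrays limits the precision. Differences between organs were not tested. The calls were tested on simulated data made from each organ's intensities with normal noise. Of 100 probes planted at 2-fold, 78 in brain, 68 in liver and 68 in intestine were called, and all 100 planted at 4-fold were called in each organ, while 2, 48 and 0 unchanged probes passed the threshold. The noise took its log2 spread from the bulk of the changes (0.22, 0.27 and 0.19). Rare large errors were thus not simulated, and the counts of unchanged probes do not give the rate of false calls in the real data. With no shift planted, 3, 2 and 4 of 50 simulated lists stood apart in brain, liver and intestine, and with a log2 shift of 0.3 planted 50, 48 and 49 did. For these lists the changes were shuffled among genes, which removes any variation that genes of a list share, so real lists may stand apart more often. The computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1 for the loess. The imaging and the qPCR were not analysed here.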

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

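The tests of probes outside the hepatocyte list and of the share of liver intensity were chosen only after the results were seen. So were the resampled intervals and the size bound of 0.3 for a list's median. The sorting of lists into those the paper discusses and others was also chosen then. So was the use of Mup3, Mup5 and Serpina1e for the planned Mup and Serpina1 genes. With a single pair of samples per organ, the resampled intervals describe the spread over genes or probes and leave out variation between animals.

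Genes switched on by interferon, which mark an antiviral state, had a median log2 change of -0.17 in liver and 0.33 in intestine, so the organs went opposite ways, and the paper does not discuss this group. Genes of the mitochondrial ribosome, which makes subunits of the respiratory chain, had a median of 0.17 in brain, 0.17 in liver and -0.084 in intestine. Mrpl18 was 4.83-fold lower in intestine, and Mrpl10 was 9.60-fold lower in liver against the direction of its list, a fold over 1.5 times smaller with a pseudocount. The differences between organs in both groups were not tested. The mitochondrial ribosome list in liver lay inside the bounds with the intensity trend removed (median 0.097) and with a pseudocount (median 0.0865).

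Groups outside those the paper discusses had list medians in intestine apart from random lists. Genes induced by glucocorticoids had a median of 0.34, while Ddit4, an inhibitor of mTORC1, was 2.11-fold lower. Mitotic genes had a median of -0.33.

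Follicular stroma and lymphoid chemokine genes had a median of -0.64 in intestine (resampled interval -1.29 to -0.44), beside a lower median of the B cell list (interval -0.58 to -0.01). For less follicle tissue, as of Peyer's patches, in the irradiated sample, the T cell and stroma lists had been predicted to fall about as much as the B cell list. That T cells would fall as much is an assumption. The stroma median lay below that of the B cell list (-0.34), while the T cell median was -0.13 with an interval of -0.27 to 0.09. The outcome set beforehand against less follicle tissue was met: the B cell list lay at percentile 0.0 and the T cell median above -0.2. The stroma list, however, fell as predicted for less follicle tissue. The T cell interval, a check chosen after the results, reaches from below the planned bound of -0.2 to above 0. Less follicle tissue and a loss of B cells after irradiation thus cannot be told apart with a single sample of each.

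Hepatocyte genes, a group the paper does not discuss in intestine, had a median of -0.43 there. A share of liver RNA in the untreated intestine sample may account for part of it: across the 48 genes the change was more negative the higher the intensity in untreated liver (Spearman correlation -0.79, against -0.31 over 47 genes in brain), and over 136 probes outside the list that are at least 16-fold brighter in liver than in brain the correlation was -0.38, with medians of -0.04, -0.20, -0.12 and -0.62 from the dimmest to the brightest 34 of these probes in liver. The liver transcripts Alb, Apoa2, Ttr, Mup3, Mup5 and Serpina1e had a median of -1.83 against -1.61 for Fgg, Serpinc1 and Ambp, but a single share does not give the sizes: for the 12 list genes brightest in untreated liver the intensity lost in intestine was 0.737% of the liver value at the median, with 3.25 for Alb and 12.9 for Mup3, 0.290 for Ttr, 0.0761 for Hamp and -8.67 for C8b, which is bright in intestine too. A share of pancreatic RNA large enough to lower the pancreatic acinar list as a whole is argued against. That list had a median of 0.11 (interval -0.01 to 0.24), and of 22 measured genes 2 were higher and 1 was lower. A smaller share, reaching only the most abundant acinar transcripts, cannot be excluded by a list median. The chymotrypsinogen gene Ctrb1 was 3.78-fold lower (1193.5 and 315.5). Lower expression of the hepatocyte genes by the intestine after irradiation stays open. Genes near the lowest intensities in intestine can fall little, so the correlations may also arise in that case and do not separate the explanations. The scale of the liver intensities, which were normalized apart from those of intestine, stays open too. In the irradiated sample 31 of the 48 lie above the median, but that median (64) is close to the lowest intensity (36), so this does not show that the intestine expresses them.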

How the results depend on the processing

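Ranking lists on the median absolute change was added after the values were seen. No replicate gives a spread, the values carry no background or detection mark, and intensities near the lowest values of the array limit small folds. Of 8386 comparisons of a named gene's fold with an alternative, 8166 stayed on the same side of the threshold, 68 came past it and 152 no longer passed it. Of 1050 comparisons of list medians 995 stayed, 23 came past the bounds and 32 fell inside, and no called value changed direction. Both totals include values that were not called, and most list medians were not, so they do not give the share of calls that was kept. Of 40 gene overlaps 35, and of 48 probe counts 25, stayed within 1.5 times. For the changes below the cause was not tested, except that a stricter or looser threshold passes fewer or more probes and that a pseudocount shrinks folds at low intensity. The low-signal filter removed no called probe.

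Higher and lower probes with a pseudocount numbered 52 and 182 in brain, 221 and 402 in liver, and 291 and 514 in intestine. At 2-fold they were 60 and 165 in brain and 249 and 467 in liver, with 289 higher in intestine. At 1.5-fold they were 690 and 966, 1427 and 1602, and 1368 and 1556. Of the probes at exactly 1.5-fold rounding counted a few, and without them these are 688 and 964, 1427 and 1601, and 1367 and 1554. None at exactly 2-fold was counted. As genes they were 70 and 144, 244 and 408, and 285 and 463. With a pseudocount 11 genes were lower in both brain and liver, 17 in both brain and intestine, 36 in both liver and intestine and 2 in all 3 organs, and 16 were higher in both liver and intestine.

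With the intensity trend removed, list medians that fell inside the bounds were 0.097 for the mitochondrial ribosome, 0.16 for the proteasome and -0.21 for the clock, all in liver. Those that came past the bounds were 0.11 for glycerophospholipids in intestine, -0.27 for fatty acid synthesis and 0.20 for follicular stroma in liver, and -0.089 for acinar genes in brain. After quantile normalization, 0.17 (proteasome, liver), -0.050 (cytochrome P450, intestine), 0.12 (p53 targets, brain) and 0.072 (acinar genes, intestine) fell inside, and 0.12 (glycerophospholipids, liver) and -0.10 (acinar genes, brain) came past. Without low-signal probes, 0.23 (proteasome, liver) and 0.22 (acinar genes, intestine) fell inside, and -0.11 (complement, intestine), -0.14 (T cells, intestine), -0.26 (Paneth and goblet cells, brain) and -0.17 (smooth muscle, brain) came past. With a pseudocount, 0.086 (mitochondrial ribosome) and 0.18 (proteasome) fell inside in liver, and 0.10 (glycerophospholipids), 0.24 (smooth muscle) and 0.086 (astrocytes) came past in intestine. With the brightest probe, -0.076 (cytochrome P450, intestine), 0.050 (acinar genes, intestine) and -0.050 (neurons, brain) fell inside, and -0.18 (cholesterol synthesis, intestine) and -0.19 (smooth muscle, brain) came past.

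On the median absolute change, the lists that fell inside were in brain the mitochondrial ribosome (0.29), insulin (0.24), p53 (0.22) and NF-κB targets (0.18), neurons (0.21) and oligodendrocytes (0.28), in liver the mitochondrial ribosome (0.26), proteasome (0.45), interferon (0.21) and mitotic genes (0.16), and in intestine the mitochondrial ribosome (0.26), oxidative phosphorylation (0.32), cytochrome P450 (0.35), PPAR (0.24), DNA replication (0.26), antigen processing (0.34), acinar (0.21) and hypothalamus genes (0.23). Those that came past were in brain the citrate cycle (0.37), B cell receptor signalling (0.25) and antigen processing (0.32), in liver immediate early (0.32), heat shock (0.46) and oligodendrocyte genes (0.37), and in intestine complement (0.22) and acute phase genes (0.44).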

Differences from the paper's values

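The numbers of probes past 1.8-fold in brain, liver and intestine and the number of probes match the paper's when the probes at exactly 1.8-fold are counted. The paper states more than 1.8-fold, and without those probes the totals are 1166 in liver and 1308 in intestine. The values that differ come from Tables 1 and 2. In Table 1 the same threshold of 1.8-fold applies, but the members of the lists here were written from general knowledge and 21 of 79 ribosomal protein genes in brain and 22 in liver and intestine could be named. Counts were compared for the ribosome, oxidative phosphorylation and the proteasome alone, and the same limit applies to them. Those of the other pathways of that table were not compared and can differ as well. The comparison of settings covers the alternatives set before the data were examined, and where no setting is named for a value, none of those that give a value brought it within the paper's.

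A count is listed where it and the paper's differ by more than 1.5 times, and a setting is named where they do not. For the ribosome the paper's Table 1 gives 2 higher and 17 lower genes in intestine against 0 and 2 here, 24 lower in brain against 1 here, and 13 higher in liver against 2 here. For oxidative phosphorylation it gives 2 higher in intestine against 1 here (3 with the brightest probe), 4 higher and 15 lower in brain against 0 and 0 here, and 4 lower in liver against 7 here (6 after quantile normalization and 6 with a pseudocount). For the proteasome it gives 3 lower in intestine against 1 here (2 with the intensity trend removed), 1 higher and 2 lower in brain against 0 and 1 here, and 2 lower in liver against 1 here.

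Of 111 fold changes of Table 2 that could be compared, 37 differ from the paper's mean by more than its error or in sign. The paper states the error as a standard error of 6 values. A difference in sign is counted even inside the error, as for Gja1 and Il22 in intestine. Sampling alone can put a value more than an error away from a mean, so a listed difference need not be a conflict with the paper. The sign was the same in 102 and differed in 9. Of the 42 paper values past 1.8-fold, 40 had the same sign here and 27 of these also passed 1.8-fold here. Of the table's 138 fold changes 6 have a size under 1, which a single signed fold cannot have but a mean of folds of both signs can. With other settings 37 of 111 (median-centred), 36 of 105 (quantile), 44 of 111 (intensity trend removed), 32 of 102 (without low-signal probes), 40 of 111 (pseudocount) and 31 of 111 (brightest probe) differ.

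The fold changes that differ are the following, with a minus sign for lower after irradiation. Folds are given here for dim probes too, where size and sign are uncertain and a difference from the paper may be noise. Among these are S100a9 in intestine, with an intensity under the median, and Ccl20 in brain, Il22 in intestine and Tnfrsf13c in liver, which the low-signal filter removed. Hspa8 was -1.20 ± 0.75 in brain in the paper and -2.00 here. Ccl5 was -2.50 ± 0.70 in intestine in the paper and -3.27 here (-2.92 with a pseudocount). Ccl20 was 0.37 ± 1.18 in brain in the paper and -1.03 here. Cxcl12 was -2.17 ± 0.21 in intestine in the paper and -1.50 here (-2.12 with the brightest probe), and -1.10 ± 0.10 in liver in the paper and 1.01 here (-1.04 with the intensity trend removed, -1.20 with the brightest probe). Cxcl16 was 1.40 ± 0.85 in brain in the paper and -1.30 here, and 1.93 ± 0.78 in liver in the paper and -1.39 here. Il22 was -0.60 ± 2.26 in intestine in the paper and 1.03 here, and -3.50 ± 0.57 in brain in the paper and -1.77 here (-3.12 without low-signal probes and with the brightest probe). Jag1 was 1.07 ± 0.06 in brain in the paper and 1.14 here (1.12 with median-centred samples, 1.09 with a pseudocount), and 1.13 ± 0.15 in liver in the paper and 1.28 here (1.28 with the intensity trend removed, 1.14 with a pseudocount). S100a9 was 1.83 ± 0.29 in intestine in the paper and 1.47 here, and 1.30 ± 0.04 in brain in the paper and 1.00 here, and 1.80 ± 0.60 in liver in the paper and 2.44 here (2.34 after quantile normalization, 2.33 with the intensity trend removed, 1.99 with a pseudocount). Stat3 was 2.40 ± 0.53 in intestine in the paper and 1.45 here (2.00 with the brightest probe), and 1.42 ± 0.49 in brain in the paper and -1.05 here. Tnfrsf13c was 1.13 ± 0.06 in liver in the paper and 1.21 here (1.17 after quantile normalization, 1.08 with a pseudocount). C1qa was -1.60 ± 0.50 in brain in the paper and -1.09 here (-1.10 with median-centred samples, -1.11 after quantile normalization, -1.14 with the intensity trend removed), and -1.20 ± 0.10 in liver in the paper and -1.05 here.

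Hc was 1.13 ± 0.06 in brain in the paper and 1.21 here (1.15 with a pseudocount). Serpinc1 was -3.70 ± 1.57 in intestine in the paper and -1.91 here, and -1.73 ± 0.45 in liver in the paper and -1.26 here (-1.28 with the intensity trend removed). Btg2 was 1.27 ± 0.25 in liver in the paper and 1.53 here (1.49 after quantile normalization, 1.46 with the intensity trend removed and with a pseudocount). Cdkn1a was 2.80 ± 0.69 in intestine in the paper and 1.95 here (2.41 with the brightest probe). Gja1 was -0.70 ± 2.97 in intestine in the paper and 1.38 here. Gbp2b was 2.20 ± 0.60 in intestine in the paper and 1.14 here, and 1.30 ± 0.20 in brain in the paper and -1.02 here. Mapk3 was -1.87 ± 0.76 in intestine in the paper and 1.04 here, and -2.20 ± 0.10 in liver in the paper and -1.68 here (-2.27 with the brightest probe). Npm1 was -2.90 ± 1.35 in intestine in the paper and -1.27 here (-3.26 with the brightest probe), and 1.60 ± 0.28 in liver in the paper and 1.18 here (1.40 with the brightest probe). Apoe was -1.80 ± 0.53 in intestine in the paper and -1.15 here. Fabp4 was 1.00 ± 0.03 in brain in the paper and 1.03 here (1.02 with median-centred samples and with a pseudocount, 1.03 with the intensity trend removed). Fth1 was -2.67 ± 1.10 in intestine in the paper and -1.45 here, and -2.17 ± 0.85 in brain in the paper and -1.32 here (-1.33 with median-centred samples, -1.43 after quantile normalization, -1.45 with the intensity trend removed). Gpx1 was -2.10 ± 0.40 in brain in the paper and -2.51 here (-2.25 with a pseudocount), and -1.40 ± 0.14 in liver in the paper and -1.55 here (-1.46 after quantile normalization, -1.51 with a pseudocount).

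The paper states that 7 pathways were altered in all 3 organs and others in a single organ, by a test on its own gene sets. The measure here is another, the rank of a signed median for lists with other members, so it does not show whether the paper's pathways were altered. By it, oxidative phosphorylation stood apart in intestine alone and the proteasome in liver alone. The proteasome call was lost under quantile normalization, removal of the intensity trend, the low-signal filter and a pseudocount. The other common pathways stood apart in no organ, although the citrate cycle in brain did on the median absolute change (percentile 97.55). None of the pathways named for a single organ stood apart in that organ with the values as given. The paper's own gene examples go the same way here: Ccl5, Ccl20 and Cd79b were lower and Jag1 higher in intestine, and Saa3, Cxcl1, S100a9 and Fabp4 were higher in liver.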

Other observations

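The tests on other probes of the same genes, and the comparison of the errors of Table 2, were chosen only after the results were seen.

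In irradiated brain, genes of myelinating oligodendrocytes were lower as a group (median log2 change -0.25, percentile 0.23), and Mbp, the myelin basic protein, was 2.12-fold lower (6676 and 3143.5). Neuronal genes had a median of -0.18 (percentile 0.675), a call lost with the brightest probe of each gene. Insulin signalling genes had a median of 0.12 (percentile 99.2), with the insulin receptor Insr higher (89 and 181) and Rheb 2.73-fold lower (953 and 349.5). Hepatocyte genes in brain had a median of -0.11 (percentile 0.01), with Alb 2.59-fold lower (290 and 112). The choroid plexus list lay at percentile 90.5, its abundant transcript Ttr was 1.87-fold higher (229 and 428.5), and astrocyte genes lay at 55.8. The hypothalamic peptide gene Oxt was higher (99.5 and 182). The calls for Insr, Ttr and Oxt were lost with a pseudocount, and that for Ttr with the intensity trend removed.

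In irradiated liver, clock genes had a median of -0.20 (percentile 1.81), a call lost when the intensity trend was removed. Dbp, an output of the clock, was 7.76-fold lower (718 and 92.5), and Per2 was 2.37-fold lower (180.5 and 76). Times of day are not given for the samples in the paper's text. In irradiated intestine, 3 of 16 genes of Paneth and goblet cells were lower and none was higher. Lyz1, the Paneth cell lysozyme, was 4.17-fold lower (3446 and 826) and Reg3a was 3.10-fold lower (3863.5 and 1245.5). The lectin gene Itln1 was 2.78-fold lower (27545.5 and 9925), and the list lay at percentile 5.04, inside the bounds. The crypt gene Cdca7 was 3.24-fold lower (360.75 and 111.5), and the list of crypt stem and progenitor cells lay at percentile 65.1. The smooth muscle gene Synpo2 was 6.73-fold higher over its probes and over 1.5 times less with the brightest probe, and that list lay at percentile 96.5. The neutrophil list had a median of 0.27 (percentile 100.0), with Lcn2 alone past the threshold. The hypothalamus and pituitary list had a median of 0.16 (percentile 99.1), with the somatostatin gene Sst 2.07-fold higher (472.5 and 978). The acinar list lay at percentile 98.5, a call lost after quantile normalization, without low-signal probes and with the brightest probe, and Spink1 was 1.91-fold higher (12963 and 24818), a call lost with the intensity trend removed. Macrophage genes lay at percentile 68.7, with Lyz2 3.52-fold lower (901 and 256), and red cell genes lay at 8.41.

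Probes lower in 2 or 3 organs numbered 202, of which 154 carry a symbol. The other probes of the same genes gave 109 values with a median log2 change of 0.028 (interval -0.02 to 0.09). An effect on single probes shared by the arrays is a candidate explanation for many of these probes, as a lower transcript would lower its other probes too, although other probes may read other transcripts of the gene. For the 46 probes higher in 2 or 3 organs, 62.5% of 24 values of other probes were higher, with a median of 0.33 (interval -0.13 to 0.58).

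The planned test of an intensity bias in ribosomal protein genes had no shift to test, as that list lay at percentile 62.0 in liver and 62.05 in intestine and inside the bounds in brain. Of the 138 values of Table 2, 127 pairs of mean and error can be the mean and SD of 2 or 3 values of 1 decimal, against 71.9 on average and at most 82 over 100 reassignments of the errors among the pairs.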
